# Quinacrine Induces Nucleolar Stress in Treatment-Refractory Ovarian Cancer Cell Lines

**DOI:** 10.3390/cancers13184645

**Published:** 2021-09-16

**Authors:** Derek B. Oien, Upasana Ray, Christopher L. Pathoulas, Ling Jin, Prabhu Thirusangu, Deokbeom Jung, Joseph E. Kumka, Yinan Xiao, Sayantani Sarkar Bhattacharya, Dennis Montoya, Jeremy Chien, Viji Shridhar

**Keywords:** quinacrine, ribosomal biogenesis, nucleolar stress, nucleostemin, chemotherapy resistance, ovarian cancer

## Abstract

**Simple Summary:**

A high mortality rate in ovarian cancer imposes the need for improved therapy; most patients initially respond to systemic chemotherapy but later relapse with fatal treatment-refractory tumors. We previously evaluated repurposing the antimalarial agent quinacrine as an anticancer agent in chemoresistant ovarian cancer. Quinacrine has a long history of use in humans and we have demonstrated selectivity characteristics for reducing drug resistant tumors. In this study, we analyze different responses to quinacrine between drug resistant and sensitive cell lines to identify major pathways related to this selectivity. We confirm our results in notoriously drug resistant high-grade serous ovarian cancer cells and describe nucleostemin as a new quinacrine target related to ribosomal biogenesis and nucleolar stress. This study provides preclinical evidence that quinacrine may be effective against relapsed/refractory ovarian cancer.

**Abstract:**

A considerable subset of gynecologic cancer patients experience disease recurrence or acquired resistance, which contributes to high mortality rates in ovarian cancer (OC). Our prior studies showed that quinacrine (QC), an antimalarial drug, enhanced chemotherapy sensitivity in treatment-refractory OC cells, including artificially generated chemoresistant and high-grade serous OC cells. In this study, we investigated QC-induced transcriptomic changes to uncover its cytotoxic mechanisms of action. Isogenic pairs of OC cells generated to be chemoresistant and their chemosensitive counterparts were treated with QC followed by RNA-seq analysis. Validation of selected expression results and database comparison analyses indicated the ribosomal biogenesis (RBG) pathway is inhibited by QC. RBG is commonly upregulated in cancer cells and is emerging as a drug target. We found that QC attenuates the in vitro and in vivo expression of nucleostemin (NS/GNL3), a nucleolar RBG and DNA repair protein, and the RPA194 catalytic subunit of Pol I that results in RBG inhibition and nucleolar stress. QC promotes the redistribution of fibrillarin in the form of extranuclear foci and nucleolar caps, an indicator of nucleolar stress conditions. In addition, we found that QC-induced downregulation of NS disrupted homologous recombination repair both by reducing NS protein levels and PARylation resulting in reduced RAD51 recruitment to DNA damage. Our data suggest that QC inhibits RBG and this inhibition promotes DNA damage by directly downregulating the NS–RAD51 interaction. Additionally, QC showed strong synergy with PARP inhibitors in OC cells. Overall, we found that QC downregulates the RBG pathway, induces nucleolar stress, supports the increase of DNA damage, and sensitizes cells to PARP inhibition, which supports new therapeutic stratagems for treatment-refractory OC. Our work offers support for targeting RBG in OC and determines NS to be a novel target for QC.

## 1. Introduction

Deregulated ribosome biogenesis (RBG) and nucleolar hypertrophy are established hallmark features of neoplastic cells [1]. Increased RBG supports rapid cell proliferation as the proliferation rate in tumors is directly proportional to nucleolar size and RNA polymerase (Pol I) activity [2]. Pol I exclusively transcribe ribosomal RNA (rRNA) from ribosomal DNA (rDNA) genes within the nucleolus and is responsible for forming the 47S rRNA precursor, which is later processed into the 18S, 5.8S and 28S mature rRNAs [1,3]. rRNA transcription is the rate-limiting step in RBG and has been shown to be regulated by many different factors [4,5]. The loss of tumor suppressors such as p53 or pRb can stimulate RBG and promote rapid cell proliferation [6,7,8,9,10,11]. Given that RBG is commonly upregulated in cancer cells compared to non-neoplastic cells, there is a therapeutic window for exploiting its inhibition as a therapeutic strategy against cancer progression. Pol I inhibitors modulate RBG and can induce nuclear stress [12] as well as DNA damage [13]. Selective RBG inhibitors, including CX-54613 [14,15,16,17,18], have been developed as anticancer agents with limited effects on normal cells. CX-5461 prevents the Pol I transcription initiation factor SL-1 from binding to the rDNA promoter and is currently being evaluated in a Phase I clinical trial for breast cancer (NCT02719977). Disruption of RBG promotes nucleolar stress that is accompanied by changes in nucleolar structure and protein localization including the formation of nucleolar caps consisting of nucleolar proteins such as upstream binding factor (UBF) and fibrillarin (FBL) [19,20]. Nucleolar stress induced by RBG inhibitors can release ribosomal proteins from the nucleoplasm where they bind and inhibit MDM2, which promotes p53 activation and triggers apoptosis [21,22]. In addition, nucleolar proteins including poly(ADP-ribose) polymerase-1 (PARP1) and nucleostemin (NS) have been associated with the DNA damage response [23]. NS is a stem cell-enriched protein that recruits the homologous recombination RAD51 protein to double-strand DNA breaks [24,25]. Therefore, targeting Pol I transcription and activating p53 in cancer cells has developed into a promising anticancer approach [26].

Quinacrine (QC) is an antimalarial drug that has potential anticancer indications with limited toxicity towards non-malignant cells [27]. Several QC anticancer mechanisms have been described for a variety of different cancer types [28,29,30]. We previously reported that QC has higher efficacy in chemotherapy-resistant gynecologic cancer cells [31]. In this study, we aimed to identify QC cytotoxic mechanisms related to drug resistance by comparing the transcriptome changes to isogenic sensitive cell lines. Expression analyses indicated RBG was inhibited in artificially generated drug resistant cells, which we confirmed using high-grade serous ovarian cancer (OC) cells with intrinsic drug resistant phenotypes. QC has been shown to inhibit RBG in leukemia cell lines [32,33,34], but this has not been demonstrated in solid tumors. Our results suggest QC-induced RBG inhibition promotes nucleolar stress conditions and cell death in treatment-refractory OC cells. Based on recent PARP inhibitor approvals for OC and our data suggesting QC interrupts the DNA damage response, we also evaluated the combination of QC with PARP inhibitors.

## 2. Materials and Methods

### 2.1. Cell Culture and Reagents

Human ovarian cancer cell lines OVCAR5, OVCAR7, OVCAR 8 from ATCC (Manassas, VA, USA), HeyA8, HeyA8MDR, SKOV3TR cells from MD Anderson Cancer Center (Houston, TX, USA), PEO 1/4 cells from Fred Hutchinson Cancer Research Center, (Philadelphia, PA, USA), OV202 and OVCAR-8-DR-GFP cells from Mayo Clinic (Rochester, MN, USA), C13 and OV2008 from Ottawa Hospital Research Institute (Ottawa, ON, Canada) were grown as mentioned (Table S1) and the reagents used (Table S2). Isogenic pairs of ovarian cancer cell lines OV2008 (chemosensitive) and C13 (cisplatin resistant) cells derived from OV2008 [35]; HEYA8 (chemosensitive) and HEYA8MDR (carboplatin-resistant) and isogenic taxol-sensitive SKOV3 and taxol-resistant SKOV3TR cells [36] were used for the study.

### 2.2. RNA Isolation and Sequencing

Cells were treated with 8 µM QC or vehicle for 6 h [31]. RNA was isolated using TRIzol/chloroform protocol as described previously [37]. RNA libraries were prepared with TruSeq RNA library kit (Illumina, San Diego, CA, USA). Illumina transcriptome sequencing was performed at the Mayo Sequencing Core Facility. At least 20 million mapped reads were analyzed for each RNA library.

### 2.3. Transcript Analyses

TopHat [38] was used to align reads to the Human Reference Genome (hg19), and HTSeq [39] was used to produce read counts. A heatmap was generated with Morpheus software (Broad Institute, Cambridge, MA, USA). Differential gene analysis was performed with BRB-ArrayTools [40], DESeq2 [41], and Ballgown pairwise comparison to identify differentially expressed genes with a *p*-value of <0.05. The list of genes generated was evaluated by Metascape Ingenuity Pathway Analysis and Panther Analysis [42]. Hypergeometric *p*-values and enrichment factors were used for filtering to generate a hierarchically clustered tree based on Kappa-statistical (0.3 score) similarities among gene memberships. The 617 genes induced by QC that differed between the sensitive and resistant cells was analyzed in the Enrichr database (WikiPathways 2021, KEGG 2021, and Jensen Compartments). https://maayanlab.cloud/Enrichr/enrich?dataset=b434bfb5b433dbb60c6edf0b2358f8a4 (accessed on 4 July 2021).

### 2.4. Quantitative RT-PCR

Expressions of selected genes were validated by SYBR-Green qPCR as previously described [43] with primers synthesized by Integrated DNA Technologies (Coralville, IA, USA) listed in Table S3. Reaction was executed using a CFX96 Real-Time PCR system (Bio-Rad, Hercules, CA, USA) with normalization to RPLP0 expression.

### 2.5. Western Blots

Whole cell lysates were subjected to immunoblot analysis [44] with primary antibodies listed in Table S2. For puromycin labeling, 10 µM puromycin was added for the last hour of treatment as described previously [45]. Protein bands were visualized by fluorophore-conjugated secondary antibodies (LI-COR) and imaged using LI-COR Odyssey Fc Imaging System (Lincoln, NE, USA).

### 2.6. Generation of Knockdown Stable Clones

OVCAR5 cells were stably knocked down for NS using targeted shRNA (Sequence: CCTTGGACAAACAGATCACAA) and for RPA194 (sh1_Sequence: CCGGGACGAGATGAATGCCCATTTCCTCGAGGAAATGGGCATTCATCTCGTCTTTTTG, sh2_Sequence: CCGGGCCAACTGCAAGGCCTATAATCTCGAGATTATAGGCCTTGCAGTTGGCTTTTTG) from Sigma Aldrich and following the manufacturer protocol.

### 2.7. Immunofluorescence Staining

To visualize 5-fluorouridine labeling and fibrillarin protein by immunofluorescence, cells plated on chamber slides were treated with QC. 5-fluorouridine (2 mM) was added for 10 min. Cells were fixed, permeabilized and probed with either BrdU or fibrillarin antibody for 2 h followed by fluorescent-conjugated secondary antibody. Nuclei were stained with DAPI. Slides were imaged on an Evos (Life Technologies, Carlsbad, CA, USA) microscope.

### 2.8. Clonogenic Assay

OVCAR5 NTC and sh_NS knockdown cells were seeded at 500 cells/well in 6-well plates, incubated for 9 days and visualized with crystal violet stain. Colonies were quantified as described previously [44].

### 2.9. Synergy Assay

Approximately 500 cells/well were plated onto 6-well plates and treated with QC, rucaparib, or a combination of both continuously for up to 14 days until colonies became visible and stained. The colonies were counted using ImageJ software. To determine synergy, combination index (CI) values were calculated from a range of drug concentrations by CompuSyn software using a non-constant ratio approach according to Chou-Talalay. The CI values were calculated; CI < 1 indicates a synergistic effect, CI < 0.7 indicates a significant synergistic effect [46]. The values represent the mean ± SD of three independent experiments.

### 2.10. Homologous Recombination (HR) Assay

OVCAR-8 cells stably transfected with pDR-GFP, an HR substrate that creates a functional GFP upon successful HR by I-SceI cleavage, was obtained [47]. For studies with shRNAs, OVCAR-8-DR-GFP cells were transfected twice, first electroporated with the NS shRNA. On day 2, the cells were electroporated with NS shRNA plus ipCβASceI plasmid (encoding I-SceI) and analyzed for GFP fluorescence on day 5 by flow cytometry.

### 2.11. HeyA8-MDR Xenografts

We previously reported the QC efficacy study for HeyA8-MDR xenografts, which followed a protocol approved by the Mayo Foundation IACUC [31]. Here, we performed immunoblot analysis with protein lysates from these xenografts.

### 2.12. Statistical Analysis

All studies were performed for 3 independent experiments in triplicates unless mentioned. Data were expressed as mean ± standard deviation. Significant changes (* *p* < 0.05) were determined using student’s *t*-test unless otherwise noted.

## 3. Results

### 3.1. QC Treatment Modifies the RNA Expression Changes in Chemosensitive and Chemoresistant Cells

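The RNA-seq data comprise 12 libraries, a vehicle library and a QC library (8 µM, 6 h) from each of 6 ovarian cancer cell lines. HeyA8, SK-OV-3 and OV2008 are the sensitive lines, and HeyA8-MDR, SK-OV-3-TR and C13 are their drug-resistant isogenic partners. There was 1 library per line and treatment, so the 3 lines of a group served as its replicates and no line had replicates of its own. The authors aligned the reads with TopHat to hg19, counted them on genes with HTSeq and deposited these counts without normalization. The table lists 60669 Ensembl gene IDs, of which 58663 were paired with a gene symbol through a reference gene table, and these hold 99.87% of the counts. Reads counted on genes totalled between 17782556 and 30585059 per library, with a median of 22289428. Median totals were 21604010 in sensitive vehicle, 22974846 in sensitive QC, 29397993 in resistant vehicle and 20475386 in resistant QC libraries. The paper gives a minimum of mapped reads per library, a quantity that is not in the table, and all values here use the reads counted on genes. Counts were scaled by edgeR's TMM method and tested with edgeR's quasi-likelihood test, with each line's QC library set against that line's own vehicle library. The fit had 1 term per cell line, a QC effect in sensitive lines and a QC effect in resistant lines, which left 4 residual degrees of freedom. A total of 18720 genes passed edgeR's expression filter, and p-values were adjusted by the Benjamini-Hochberg method. With 3 pairs of libraries per group, an exact sign-flip test cannot give a two-sided p below 0.25. In the HeyA8 QC library, the 34 genes at least 8-fold higher in the HeyA8-MDR than in the HeyA8 vehicle library lay a median of 38.4% of the way to their HeyA8-MDR level, and the 75 genes at least 8-fold lower lay 51.3% of the way. RNA of HeyA8-MDR cells in that library is a hypothesis that stays open, and changes in HeyA8 may partly reflect it.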

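In the 3 resistant lines, 1128 of the 18720 genes changed with QC at an unadjusted p under 0.05, 643 upward and 485 downward, where 936 would pass by chance. After Benjamini-Hochberg adjustment 0 genes had a p under 0.05, and the smallest adjusted p from edgeR's quasi-likelihood test was 0.816. A log2 fold change of at least 1 in size, added to the unadjusted threshold, left 241 genes. At the unadjusted p alone, the fit without the cell line term moved the 1128 genes most, to 23. DESeq2 with the cell line term gave 1093 genes at an unadjusted p under 0.05, 982 of them the same genes as in edgeR, and 0 after adjustment. Without HeyA8-MDR the unadjusted number was 416. In counts simulated from these libraries with their dispersion of 0.0575, the same fit called 98.9% of the 93 genes changed 4-fold in resistant lines and 39.3% of the 107 genes changed 2-fold. Every simulated gene had that same dispersion, and each changed gene moved by the same amount in every line. Real responses differed between lines, so these shares may not hold for the real genes.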

The RNA sequencing secondary analysis revealed 616 transcripts that were significantly (*p* < 0.05) differentially expressed in SK-OV-3-TR, C13, and HeyA8-MDR resistant cell lines when treated with QC (Figure 1A). Additional filtering analyses identified 170 differentially expressed genes in sensitive cells, 164 differentially expressed genes in resistant cells, and 31 transcripts common to both sets upon QC treatment (Figure 1B).

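In the 3 sensitive lines, 1234 genes changed with QC at an unadjusted p under 0.05, of which 665 rose and 569 fell. The smallest adjusted p was 0.0622, so 0 genes had an adjusted p under 0.05. DESeq2 with the cell line term called 32 genes after adjustment, and edgeR without its expression filter called 195. The error rate of the unfiltered fit was not tested on simulated data. Both groups of lines shared 287 of the genes with an unadjusted p under 0.05, 286 of them with the same direction of change, while 947 passed in sensitive lines alone and 841 in resistant lines alone. Lists of these sizes drawn independently would share 74.4 genes. In 10 simulated data sets without any QC effect, the lists shared a median of 36.5 genes and at most 46. When 1 line was left out, the genes shared in the same direction ran from 122 (without HeyA8-MDR) to 477 (without SK-OV-3). Across all 6 lines, 1634 genes (8.73%) changed in the same direction in every line, where chance would give 3.125% if the 6 lines were independent. The lines are isogenic pairs whose responses correlated (Pearson's r = 0.439 for OV2008 and C13), which can raise this share by itself. A single QC effect fitted over the 6 lines had 2840 genes at an unadjusted p under 0.05 and 0 after adjustment with edgeR, and DESeq2 called 522 genes for that effect. The paper's text does not name the criteria of the additional filtering, so the numbers here come from the p-value alone.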

The QC-induced differentially expressed gene sets were submitted to the Metascape database35 and database conversion resulted in 117 and 120 Human Entrez Gene IDs from resistant and sensitive cell lines, respectively. After filtering statistically enriched terms, the analysis identified major signaling and hallmark pathways correlated to QC-induced transcription profiles for resistant cells (Figure S1A) and sensitive cells (Figure S1B). The hallmark p53 pathway was correlated to both resistant and sensitive cell line gene sets (Figure S1A,B), which has previously been reported to be altered by QC in cancer cells [27]. 

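A list of p53 target genes, written from general knowledge, had 38 members among the genes tested. Their median log2 fold change with QC was 0.49 in sensitive lines and 0.31 in resistant lines, with adjusted p-values of 1.32e-08 and 6.80e-05 from limma's camera test, which uses a preset correlation of 0.01 between genes. Neither call held with limma's fry test, where the adjusted p was 0.614 in sensitive and 0.973 in resistant lines, or with a correlation estimated from the data. Of the 36 tests of 12 gene lists in 3 contrasts, 14 passed with camera and 0 with fry or with the estimated correlation, which gave 3 and 0 at an unadjusted p under 0.05. Median log2 changes of the p53 targets were 0.62 in HeyA8, 0.66 in OV2008 and 0.79 in C13, and lay near 0 in SK-OV-3 (0.08), HeyA8-MDR (-0.0035) and SK-OV-3-TR (-0.09). Without C13 the resistant median was -0.03 (adjusted p = 0.786, camera). The difference between resistant and sensitive lines was -0.14 with an adjusted p of 0.124 from camera. It depended on the lines and genes used: it passed without C13 (-0.44, adjusted p = 1.06e-04), without SK-OV-3 (-0.28, adjusted p = 0.0196) and with at least 10 counts in every library (-0.13, adjusted p = 0.0262), and it was 0.03 without SK-OV-3-TR (adjusted p = 0.687). The members with the smallest p in sensitive lines were GDF15, with a log2 fold change of 1.64 (standard error 0.366, adjusted p = 0.422 from edgeR's quasi-likelihood test), and TIGAR, with 1.18 (standard error 0.314). In resistant lines they were RPS27L, at 0.66 (standard error 0.168), and RRM2B, at 1.00 (standard error 0.312), both with an adjusted p of 0.816 from the same test. With DESeq2 and the cell line term, GDF15 had an adjusted p of 0.0205 in sensitive lines. Without an expression filter the adjusted p was 1.55e-09 for GDF15 and 0.00466 for TIGAR in sensitive lines and 0.0182 for RRM2B in resistant lines. That fit tested 39590 genes, and the log2 fold change of GDF15 stayed at 1.66, so the smaller p does not reflect a larger effect. Its error rate was not tested on simulated data.

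**Figure D1:**
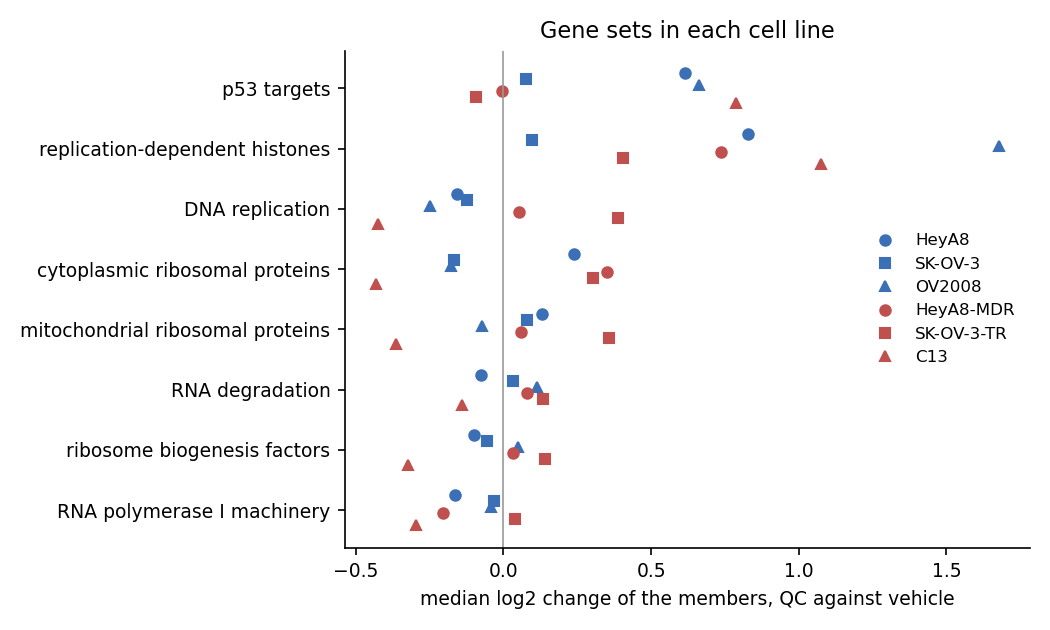
Median log2 change with QC of the members (horizontal axis, log2 units) of 8 gene lists (vertical axis) in each of 6 cell lines (1 vehicle and 1 QC library per line). Blue points are sensitive and red points are resistant lines, and each isogenic pair shares a marker shape. The histone medians lie above 0 in 6 of 6 lines and the p53 target medians in 4 of 6.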

Several signaling pathways of nucleotide and DNA regulation (protein-DNA complex assembly, modification, metabolic process, and replication) were perturbed, mainly in resistant cells (Figure S1A), suggesting nucleotide regulation pathways may be important for QC mechanisms in drug resistant cancer cells. Furthermore, the 617 QC-induced genes that varied between the sensitive and resistant cells were subjected to analysis in the Enrichr database. This shows more RNA/ribosome pathway alteration in the WikiPathways 2021, KEGG 2021, and Jensen Compartments analysis (Figure 1C,D and Figure S1C).

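For 56 genes of DNA replication the median log2 fold change with QC was -0.16 in sensitive lines (adjusted p = 2.03e-04, camera) and 0.0052 in resistant lines (adjusted p = 0.817, camera). The direct comparison of resistant with sensitive lines gave a difference of 0.18 (adjusted p = 6.80e-05, camera, and 0.973 with fry). By line, the medians were -0.16 in HeyA8, -0.12 in SK-OV-3, -0.25 in OV2008, 0.05 in HeyA8-MDR, 0.39 in SK-OV-3-TR and -0.43 in C13. Without SK-OV-3-TR the difference was 0.05 (adjusted p = 0.687, camera), and it passed in the fits that left out any other line. With DESeq2 without the cell line term it was 0.11 (adjusted p = 0.227). An exact permutation of the resistance labels over the 6 line medians gave a two-sided p of 0.5, where 0.1 is the smallest p possible. MCM6 and CLSPN had the smallest p in sensitive lines, with log2 fold changes of -0.72 (standard error 0.216) and -0.61 (standard error 0.223). In resistant lines CDT1 fell by 0.73 (standard error 0.197) and TIMELESS fell by 0.51 (standard error 0.212) on the log2 scale, each with an adjusted p of at least 0.816 from edgeR's quasi-likelihood test. The core histones and H1 of the replication-dependent clusters were used for protein-DNA complex assembly. Of these, 24 genes passed the expression filter, and their median log2 fold change was 1.03 in sensitive lines (adjusted p = 5.64e-09, camera) and 0.91 in resistant lines (adjusted p = 4.43e-08, camera). The median was above 0 in 6 of 6 lines, from 0.10 in SK-OV-3 to 1.68 in OV2008, and the difference between resistant and sensitive lines was -0.05 (adjusted p = 0.414, camera), and -0.45 without SK-OV-3 (adjusted p = 0.0114). Replication-dependent histone mRNAs lack a poly(A) tail and are near-identical copies, so reads on single members are uncertain and their recovery depends on the library preparation. H1-2 and H2BC11 had the smallest p in sensitive lines, with log2 fold changes of 1.4 (standard error 0.268, adjusted p = 0.28 from edgeR's quasi-likelihood test) and 1.60 (standard error 0.478). In resistant lines H2BC11 and H2BC5 rose by 1.37 (standard error 0.449) and 1.35 (standard error 0.445) on the log2 scale. With DESeq2 and the cell line term H1-2 had an adjusted p of 0.0057 in sensitive lines. Without an expression filter, H1-2 (4.64e-04) and H2BC11 (0.0233) in sensitive and H2BC5 (0.0229) in resistant lines had an adjusted p under 0.05 in edgeR's test. The error rate of that unfiltered fit was not tested on simulated data.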

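The difference in QC response between resistant and sensitive lines was tested directly for each gene. At an unadjusted p under 0.05, 217 genes differed, with a larger response in resistant lines for 106 and a smaller one for 111. With 18720 genes tested, 936 would pass by chance, and the 10 simulated data sets without a QC effect had a median of 824.5. No gene remained after adjustment (0 genes, smallest adjusted p = 1, edgeR's quasi-likelihood test). With the isogenic family in place of the pooled groups, so that each resistant line was compared with its own sensitive partner, 438 genes had an unadjusted p under 0.05 and 0 an adjusted p under 0.05. The largest number came from leaving out C13, with 540 genes before and 0 after adjustment, and the fit without an expression filter gave 501 before and 5 after. Every sensitive line moved one way and every resistant line the other for 184 genes (0.983%), where chance gives 3.125%.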

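Cytoplasmic ribosomal protein genes (79 genes) had a median log2 fold change with QC of -0.03 in sensitive and 0.07 in resistant lines, and neither passed adjustment (adjusted p = 0.266 and 0.154, camera). The sensitive value passed without HeyA8 (-0.17, adjusted p = 2.93e-05, camera) but turned to 0.01 without SK-OV-3 and 0.03 without OV2008. The resistant value passed without C13 (0.29, adjusted p = 3.12e-15) and with DESeq2 without the cell line term (0.12, adjusted p = 0.0315). It turned to -0.08 without HeyA8-MDR and -0.01 without SK-OV-3-TR. The difference of these genes between resistant and sensitive lines was 0.12, with an adjusted p of 0.00569 from camera and of 0.973 from fry. The line medians did not separate by resistance, with 0.24 in HeyA8, -0.17 in SK-OV-3, -0.18 in OV2008, 0.35 in HeyA8-MDR, 0.30 in SK-OV-3-TR and -0.43 in C13 (exact permutation of the resistance labels, two-sided p = 0.8). The difference was -0.02 without HeyA8-MDR and 0.35 without C13, it did not pass without SK-OV-3, OV2008 or SK-OV-3-TR (adjusted p = 0.201, 0.485 and 0.898, camera), and scaling to RPLP0, itself a member, turned it to -0.07 while the median of all genes moved to -0.20. Ribosomal protein genes have many processed pseudogenes, and reads on single members are uncertain for that reason. Among them RPL6 had the smallest p for the difference, at 0.32 (standard error 0.308, adjusted p = 1 from edgeR's quasi-likelihood test). Mitochondrial ribosomal protein genes (78 genes) differed by 0.02 between the groups of lines (adjusted p = 0.941, camera). The members MRPL54 and MRPS28 had the smallest p, with differences of -0.47 (standard error 0.288) and -0.40 (standard error 0.366). The MRPS28 value rests on C13, where it fell by 0.491 on the log2 scale while it rose in the other 5 lines. For 62 genes of RNA degradation the difference was 0.03 (adjusted p = 0.491, camera), and EXOSC5 and DHX36 differed by -0.47 (standard error 0.258) and 0.34 (standard error 0.265). Without C13, the differences of the mitochondrial ribosomal protein and RNA degradation genes were 0.21 (adjusted p = 4.31e-06) and 0.07 (adjusted p = 0.0185, camera), but without SK-OV-3-TR that of the mitochondrial ribosomal protein genes passed in the opposite direction (-0.14, adjusted p = 4.63e-04) and that of the RNA degradation genes was -0.03 (adjusted p = 0.992).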

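G3BP1 (ENSG00000145907.15) lies on chromosome 5 of GRCh37 from 151150606 to 151192472. In sensitive lines its TMM-normalized level in CPM was 406.5 ± 115 (SD, n = 3 lines) with vehicle and 321.0 ± 110 with QC, a log2 fold change of -0.36 (standard error 0.211, adjusted p = 0.777 from edgeR's quasi-likelihood test). In resistant lines it was 291.8 ± 63.4 with vehicle and 317.1 ± 66.2 with QC, a log2 fold change of 0.12 (standard error 0.213, adjusted p = 0.942 from the same test). QC over vehicle was 0.831-fold in HeyA8, 0.767-fold in SK-OV-3, 0.746-fold in OV2008, 1.5-fold in HeyA8-MDR, 1.2-fold in SK-OV-3-TR and 0.715-fold in C13, from between 4249 and 12189 counts per library. G3BP1 was thus higher with QC in 2 of 6 lines. The difference between resistant and sensitive lines was 0.48 (standard error 0.299, adjusted p = 1 from edgeR's quasi-likelihood test). Scaling each library to RPLP0 moved the sensitive value most, to -0.08, while the median of all genes in those lines moved to 0.29. Without HeyA8-MDR the resistant value was -0.13, and without C13 it was 0.41.

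**Figure D2:**
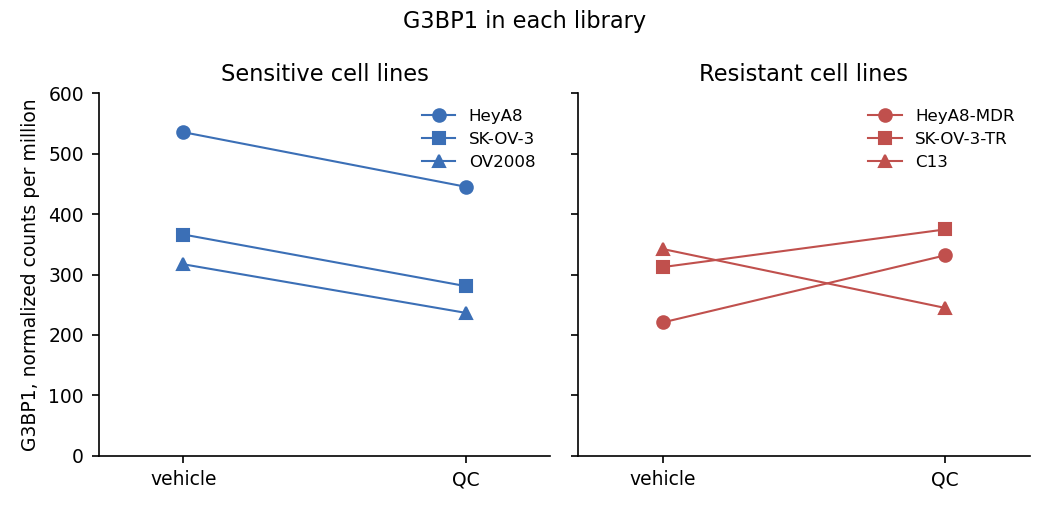
TMM-normalized CPM of G3BP1 (vertical axis, from 0) in the vehicle and QC library of each sensitive (left) and resistant (right) line. Each line joins the 2 libraries of a cell line, and there is 1 library per point. The level falls in the 3 sensitive lines and C13 and rises in HeyA8-MDR and SK-OV-3-TR.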

Gene expression analysis from RNA-seq showed upregulation of Ras GTPase-activating protein-binding protein 1 (G3BP1), a marker for stress granules in both sensitive and resistant OC cells upon QC treatment (Figure S2A,B). 

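The study names 21 genes in connection with the RNA-seq or with later experiments. BOP1 could not be paired with an ID of the deposited table, and the other 20 were tested. None had an adjusted p under 0.05 over all genes tested (0 of 20 in either group), and adjusted over the list alone 0 passed in sensitive lines and 0 in resistant lines. In resistant lines 5 of the 20 had an unadjusted p under 0.05. ASNS fell by 1.14 on the log2 scale (standard error 0.347), with the smallest p of the list at 0.00671 (adjusted p = 0.816 over all genes and 0.13 over the list, edgeR's quasi-likelihood test). DNMT3B changed by -0.70 (standard error 0.276) and PHGDH by -0.85 (standard error 0.299). For CST6, also called CSTM, the log2 fold change in resistant lines was 2.18 (standard error 0.807), but it had 2, 0 and 62 counts in the vehicle libraries of HeyA8-MDR, SK-OV-3-TR and C13 and 2, 4 and 266 in their QC libraries. The value therefore rests on C13, and without that line CST6 did not pass the expression filter. GNL3, also called NS, changed by -0.10 (standard error 0.21) in resistant lines, with 0.992-fold in HeyA8-MDR, 1.32-fold in SK-OV-3-TR and 0.618-fold in C13, and without C13 its log2 fold change was 0.18. In sensitive lines PHGDH changed by -1.18 (standard error 0.308, adjusted p = 0.596, and 0.05 over the list alone, edgeR's quasi-likelihood test), and it passed over all genes without SK-OV-3 (adjusted p = 0.0479) and without an expression filter (adjusted p = 1.23e-04). CDKN1A changed by 1.27 in sensitive lines (standard error 0.371, adjusted p = 0.621, and 0.0524 over the list alone) and likewise passed without an expression filter (adjusted p = 4.57e-06). In the unfiltered fit the log2 fold changes stayed near these values, at -1.17 for PHGDH and 1.285 for CDKN1A. The error rate of that fit was not tested on simulated data. ASNS changed by -0.35 and GNL3 by -0.28, with standard errors of 0.356 and 0.208. ASNS rose in SK-OV-3, by 0.52 on the log2 scale, and its value was -0.79 without that line and -0.0094 without OV2008. DNMT3B changed by -0.22 but rose in SK-OV-3, and the sign turned without HeyA8 (0.01), without OV2008 (0.04) and without the cell line term (0.30). CST6 had 2, 1 and 6 counts in the sensitive vehicle libraries and 4, 0 and 41 in the QC libraries. PHGDH was lower with QC in 6 of 6 lines, and in the fit of a single QC effect over all lines its log2 fold change was -1.01 (standard error 0.209, adjusted p = 0.141 over all genes). Adjusted over the list alone that effect passed for PHGDH (0.00762), for CST6, CDKN1A and SKP2 (0.0298 each) and for ASNS and MDM2 (0.042 each); the paper took candidate genes from the same libraries, so the list is not independent of these data.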

Candidate genes were selected for validation based on a causal relationship to pathway correlation analysis, high-fold change, and most significant *p*-values for RNA sequencing data after QC dosing. Selected transcripts included GNL3/NS, ASNS, DNMT3B, CSTM, BOP1, and PHDGDH in OC resistant cells (Figure S2C–H). qPCR analysis revealed that GNL3/NS, which plays a role in pre-rRNA processing, was significantly downregulated by QC treatment in the OC resistant cell types (Figure S2C). Similarly, ASNS, the gene for asparagine synthetase that regulates serine metabolism and nucleotide synthesis [48], was downregulated after QC treatment (Figure S2D). CST6 (CSTM), a lysosomal cysteine protease inhibitor was induced by QC in the resistant cells by 5.4-fold and expression of DNMT3B was downregulated by QC (Figure S2E,F). DNMT3B expression and activity can contribute to CSTM promoter methylation [49] and promote chemoresistance [50,51]. QC treatment increased the RBG-associated [52] BOP1 in the resistant cells (Figure S2G) and decreased PHGDH (Figure S2H). Western analysis in HeyA8-MDR, OVCAR8, and OVCAR5 cells also showed a similar reduction in the expression levels of DNMT3B, PHGDH, and ASNS, while CSTM was upregulated upon QC treatment for 24 h (Figure S1I–K). Together, these results suggest that QC treatment alters the nucleotide regulation and the ribosomal pathways in the OC cells.

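A list of 112 ribosome biogenesis factors had a median log2 fold change with QC of -0.08 in sensitive lines (adjusted p = 0.19, camera) and of -0.08 in resistant lines (adjusted p = 0.0578, camera). By line, the medians were -0.10 in HeyA8, -0.06 in SK-OV-3, 0.05 in OV2008, 0.03 in HeyA8-MDR, 0.14 in SK-OV-3-TR and -0.32 in C13. The resistant value passed without HeyA8-MDR (-0.14, adjusted p = 0.00157), without SK-OV-3-TR (-0.17, adjusted p = 1.29e-05), without an expression filter (-0.10, adjusted p = 0.0118), with library size in place of TMM (-0.11, adjusted p = 0.0261), with DESeq2 and the cell line term (-0.07, adjusted p = 0.0256), with DESeq2 without that term (-0.14, adjusted p = 0.0277) and with a correction for GC content and transcript length that was chosen after the data were seen (-0.10, adjusted p = 0.00439). It turned to 0.08 without C13 (adjusted p = 0.0791). The sensitive value passed without OV2008 (-0.05, adjusted p = 0.0347). Scaling to RPLP0 turned both values upward, to 0.20 in sensitive and 0.02 in resistant lines, where the medians of all genes were 0.29 and 0.08. UTP14A and NLE1 had the smallest p in resistant lines, with log2 fold changes of -0.65 (standard error 0.193) and -0.59 (standard error 0.187). In sensitive lines these were GNL3L, which fell by 0.52 (standard error 0.185), and KRR1, which rose by 0.65 (standard error 0.251) on the log2 scale. The 15 genes of the RNA polymerase I machinery had medians of -0.07 in sensitive lines (adjusted p = 0.392, camera) and -0.09 in resistant lines (adjusted p = 0.0784, camera), and the line median was below 0 in all lines but SK-OV-3-TR (0.04). Their resistant value passed with DESeq2 and the cell line term (-0.08, adjusted p = 0.049), without an expression filter (-0.11, adjusted p = 0.0419), without SK-OV-3-TR (-0.19, adjusted p = 0.00478) and with the same correction for GC content and transcript length (-0.17, adjusted p = 0.0113), and it turned to 0.02 without C13 (adjusted p = 0.538). POLR1E had the smallest p in both groups, with -0.44 (standard error 0.188) in sensitive and -0.54 (standard error 0.188) in resistant lines, and POLR1B changed by -0.62 (standard error 0.277) in resistant lines. The POLR1B value rests largely on HeyA8-MDR (-1.62, against -0.08 in SK-OV-3-TR and -0.25 in C13), without which it was -0.18. POLR1A was lower with QC in 6 of 6 lines, from 0.371-fold in HeyA8-MDR and 0.443-fold in HeyA8 to 0.987-fold in SK-OV-3, with log2 fold changes of -0.41 (standard error 0.286) in sensitive and -0.59 (standard error 0.288) in resistant lines. Without HeyA8 the sensitive value was -0.04, and without HeyA8-MDR the resistant value was -0.20. The HeyA8 value may partly reflect HeyA8-MDR RNA in its QC library, which was not excluded. UBTF and FBL changed by 0.05 and -0.04 in sensitive and by -0.10 and -0.10 in resistant lines. None of these genes had an adjusted p under 0.05 (0 of the genes named, edgeR's quasi-likelihood test), and the differences between resistant and sensitive lines did not pass for either list (-0.04, adjusted p = 0.647, and -0.13, adjusted p = 0.491, camera). For the ribosome biogenesis factors it passed in opposite directions without SK-OV-3-TR (-0.08, adjusted p = 0.00203) and without C13 (0.10, adjusted p = 0.00317), and for the RNA polymerase I machinery it passed without SK-OV-3-TR (-0.19, adjusted p = 0.044). From its pathway analyses, qPCR and Western analysis together, the paper proposes that QC alters nucleotide regulation and ribosomal pathways.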

### 3.2. QC Inhibits Ribosome Biogenesis and Induces Nucleolar Stress in OC

#### 3.2.1. QC Treatment Attenuates RBG in High-Grade Serous OC Cells

The QC-induced attenuation of RBG was confirmed in high-grade serous OC cells. In RBG, the 18S, 5.8S, and 28S rRNAs are transcribed by RNA polymerase I from a single transcription unit of 47S pre-ribosomal RNA in the nucleolus (Figure 2A). The three rRNAs are interspersed with non-coding sequences, specified by 5′ and 3′ external transcribed spacers (5′ ETS and 3′ ETS) and internal transcribed spacers 1 and 2 (ITS1 and ITS2). Quantitative RT-PCR showed repression of 47S rRNA as assessed by the levels of short-lived 5′ ETS, 18S, and 28S after the addition of QC in OVCAR5 and OVCAR8 cells (Figure 2B,C). This repression also correlated to a decrease in 5-fluorouridine incorporation (FUrd), suggesting a decrease in newly synthesized RNA in OVCAR5 and OVCAR8 cells (Figure 2D and Figure S3A). QC promotes FBL redistribution in the form of extranuclear foci and nucleolar caps of this pre-ribosomal RNA methyltransferase in both the cells (Figure 2E and Figure S3B), which is an indicator of nucleolar stress conditions [45]. These QC-induced changes correlated to reduced puromycin labeling for protein translation in OVCAR5 cells (Figure 2F). Overall, these results suggest QC attenuates the biosynthesis and processing of rRNA, which may be inducing a nucleolar stress environment.

#### 3.2.2. QC-Induced Ribosomal Stress Downregulates NS and RPA194

QC-induced ribosomal stress downregulates NS and RPA194. NS was initially reported to regulate p53 signaling and later found to also regulate pre-ribosomal rRNA processing [53]. NS is expressed in several OC cell lines with higher expression in HeyA8/MDR and C13 compared to parental HeyA8 and OV2008 cells, respectively (Figure 3A), and higher expression of NS was significantly associated with lower progression-free survival for OC patients (Figure 3B). Dosing OVCAR5 and OVCAR8 cells with QC downregulates NS and RPA194 mRNA expression along with the RBG genes (Figure 3C and Figure S4A). Similar downregulation was obtained at the protein level in OVCAR5 cells (Figure 3D and Figure S4B,C), but did not decrease the nucleolar protein UBF (Figure S4D). OVCAR8 cells also showed downregulation of both NS and RPA194 (Figure 3E and Figure S4E,F) upon QC treatment. Likewise, high expression of RPA194 was also found to be associated with poor prognosis in OC patients (Figure S4G). Interestingly, QC has been shown to bind to G-quadraplexes in DNA, which is a characteristic of other ribosomal biogenesis inhibitors such as CX-5461 suggesting that QC could also disrupt Pol I transcription by a similar mechanism [18]. For comparison, OVCAR8 cells were dosed with CX-5461, which also resulted in inhibition of the 5′ETS target gene (Figure S4H) and reduced NS and RPA194 protein (Figure S4I). Stable NS knockdown by shRNA in OVCAR cells (Figure 3F) severely inhibited colony forming abilities (Figure 3G,H). Our prior studies demonstrated that treatment with QC in HeyA8-MDR xenograft mice reduces tumor weight [31], and here we found the expression of NS and RPA194 is also decreased in these tumor samples (Figure 3I and Figure S5A,B). These results suggest QC downregulates NS and RPA194 and induces nucleolar stress, which curtails growth in drug-refractory OC cells.

### 3.3. QC Treatment and NS Knock Down Disrupts HR Repair in OC Cells

Based on the prior reports that NS recruits RAD51 to DNA damaged sites [24,25], we hypothesize that QC-induced downregulation of NS may compromise RAD51 recruitment and HR repair, thereby increasing the sensitivity. We found that NS and RAD51 interact in parental OVCAR5 and Tyk-nu cells (Figure 4A). This was further supported by NS and RAD51 co-localization in OVCAR5 cells (Figure 4B), but with the addition of QC decreased protein detection and RAD51 diffused in the nucleus (Figure 4C).

The NS interaction with RAD51 suggested that QC-induced downregulation of NS may compromise HR repair, and this was confirmed by the PCR-based HR assay [47]. Exogenous expression of pCβAI-Sce I plasmid in cells transfected into OVCAR-8DR-GFP cells will lose the Sce1 site if repaired due to HR and will appear as an uncleaved product by PCR. Following 72 h of QC treatment, DNA was extracted and the presence of the I-SceI cleaved product, which cleaves between non-functional GFP repeats, indicated inhibition of HR repair as visualized on agarose gels [54] (Figure 4D,E). To confirm that this HR inhibition could be though a reduction in NS, we transiently knocked down NS expression in OVCAR-8DR-GFP cells. Two days after transduction, I-Sce I plasmids were electroporated in these cells and analyzed for GFP fluorescence on day five (Figure 4F). The reduction in GFP positive cells in NS-knockdown cells indicates reduced HR-mediated repair of stably integrated HR substrate-DR-GFP (Figure 4G).

### 3.4. QC Treatment Downregulates NS Parylation and Induces DNA Damage in OC Cells

Upon DNA damage, PARP1 that is rapidly recruited to DNA damaged sites is autoPARylated when it induces the synthesis of protein-conjugated polymers of ADP-ribose (PAR). The PAR chains on PARP1 serve as a platform for the recruitment of downstream repair factors in the BER/SSB pathway. It is unknown if QC can modulate PAR levels, or if NS is PARylated and can recruit RAD51 to DNA nicks. Using the anti-PAR antibody, we have determined that PAR immunoprecipitates NS and the NS PARylation levels were completely abrogated upon 3 h QC treatment and was sustained through 24 h in OVCAR5 and OVCAR8 cells, with total NS levels downregulated by 6 h (Figure 5A). This was confirmed by QC-induced disruption of NS co-localization with PAR (Figure 5B,C). As a control experiment, rucaparib and olaparib PARPis were used to inhibit PARylation without a significant reduction in NS levels (Figure S5C,D). Based on these data, we surmise that PARylation. of NS may have a role in the recruitment of RAD51 to DNA damaged sites. QC-induced NS downregulation and inhibited PARylation may promote DNA damage in the cancer cells. In addition, we found that QC treatment promotes increased γH2AX and reduced RAD51 levels in OVCAR8 cells (Figure 5D and Figure S5E,F) and OVCAR5 cells (Figure S6A,B). Similar results were obtained for increased γH2AX foci formation by immunofluorescence assay upon QC treatment in OVCAR5 cells (Figure 5E,F).

### 3.5. NS Knockdown Cells Increased QC-Induced DNA Damage and QC Sensitizes Cells to PARPi

The effect of NS knockdown in QC-induced DNA damage was assessed by the alkaline COMET assay. QC treatment induced more DNA damage in OVCAR5 NS knockdown cells compared to the NTC controls (Figure 6A,B). Additionally, we examined whether knockdown of RPA194 also affected the sensitivity of OC cells to QC treatment. In OVCAR7 cells with RPA194 shRNA (Figure S6C), the colony forming ability was assessed to measure the sensitivity for both the OVCAR7 RPA194 knockdown clones and the NTC control cells upon treatment with increasing concentrations of QC (Figure S6D). Increased inhibition of cell viability was observed in the RPA194 knockdown cells compared to NTC controls with a shift in QC IC50 values to a low range in the knockdown cells (Figure S6E).

We evaluated the cell death response when PARPi was combined with NS knockdown or QC combination. The NS knockdown OVCAR5 cells were more sensitive to increasing concentrations of veliparib compared to the NTC control cells (Figure 6C). To determine if QC synergizes with PARPi, we analyzed the effects on OVCAR5 cells upon treatment with indicated concentrations of QC alone or in combination with rucaparib using colony formation assays. The combination of QC (0–250 nM) with rucaparib (0–125 nM) was strongly synergistic with average CI at 0.36 in OVCAR5 cells (Figure 6D,E). Cell viability assay by MTT was performed in OVCAR8 cells with the combination of QC (0–4000 nM) with rucaparib (0–4000 nM) and was found to be highly synergistic with average CI at 0.37 (Figure 6F,G). Since OVAR5 and 8 cell lines are considered resistant to PARPis with no reported alterations in any of the DNA repair genes including BRCA1 and 2 (Cancer Cell Line Encyclopedia (BROAD, 2019) on the cbioportal.org), we used these cell lines for the PARPi synergy study with QC. Together, these results provide evidence that QC, by downregulating RBG and inducing nucleolar stress, increases DNA damage and sensitizes OC cells to PARPis.

## 4. Discussion

Chemotherapy resistance in OC and the drug-refractory nature of high-grade serous OC are major obstacles for OC patient survival. We have previously reported that QC promotes autophagic cell death and chemosensitivity in OC [31], which led to this RNA-seq comparison for isogenic resistant cell lines upon QC treatment. RNA-seq analysis and the validation of selected genes suggest QC to regulate RBG. A prior report on QC regulation of the RNA Pol I subunits in acute myeloid leukemia cells compliments our findings [32]. This is the first report, to our knowledge, of QC-induced regulation of RBG in solid tumors, as well as with an emphasis on nucleolar stress in therapy-refractory cancer cells. To highlight the preclinical efficacy of QC in resistant-ovarian cancer treatment our previously published study has already shown the sensitization of the three resistant cell types to the drugs they are resistant to, upon treatment with QC [31]. Constant ratio synergy studies performed in isogenic cisplatin sensitive OV2008 and cisplatin resistant C13 cells by treating them with a combination of cisplatin QC, showed a more potent synergistic antiproliferative effect in C13 compared to OV2008 cells (refer to Figure 4A,B in [31]). Similar studies with isogenic taxol-sensitive SKOV3 and taxol-resistant SKOV3TR cells, also indicate that QC has a more synergistic antiproliferative effect when combined with either cisplatin or carboplatin in SKOV3TR compared to SKOV3 cells (refer to Figure 4C,D in [31]). Carboplatin-resistant HeyA8MDR cells also showed stronger synergy when carboplatin was combined with QC compared to the parent chemosensitive HeyA8 cells (refer to Figure 4E,F in [26]). We have also shown that QC synergizes with carboplatin to reduce tumor burden in the HeyA8MDR-derived mouse xenograft model (refer to Figure 7 in [31]).

Selected QC-induced expression changes, including BOP1, were validated and QC modulation of RBG was confirmed by measuring RNA subunits and 5-fluorouracil incorporation. The QC-induced redistribution of FBL and downregulation of NS suggested nucleolar stress conditions in high-grade serous OC cells. Nucleolar stress is an emerging concept where nucleolar functions may sense various cellular stresses that impair RBG and activate stress-responsive signaling [52]. RBG can be suppressed at RNA Pol I initiation, pre-ribosomal RNA processing, and ribosomal assembly stages, which can also be impacted by many other changes such as physiochemical stressors and autophagy dysregulation (e.g., key autophagic protein LC3 localizes to nucleolus). The canonical output of nucleolar stress is p53 signaling activation. Our interim hypothesis that QC induces nucleolar stress was based on its modulation of RBG [32], autophagy [31], and p53 activation [27]. However, TP53 is mutated in about half of all cancer types and >95% of high-grade serous OC tumors [55]. As QC is cytotoxic in TP53-null OC cells36, we identified NS as its alternative downstream target. NS is a nucleolar protein that regulates both p53 signaling and pre-ribosomal RNA processing [53].

The RNA Pol I-induced transcription of ribosome production in the nucleolus is frequently upregulated in cancer cells, which supports the theory that cancer cells are addicted to this process to accommodate for the increasing demands on protein synthesis, growth, and proliferation. This may open a therapeutic window to specifically target cancer cells with minimal effect to normal cells. The loss of tumor suppressors (e.g., p53) can result in hyperactivation of RBG, and its inhibition leads to nucleolar stress response to promote p53 stabilization, cell cycle arrest, and apoptosis. All these processes, when normal regulation is lost in cancer cells, culminate in phenotypic hallmarks of cancer.

Previous studies have demonstrated that QC inhibits RBG in leukemia cells, although it is unclear whether it has similar effect in solid tumors [32,34]. QC targets several signaling pathways simultaneously by affecting autophagy, apoptosis, p53, AKT, NFκB, HSF1, and methylation pathways, all of which are pathways implicated in OC chemoresistance [29]. QC reduces the multidrug resistance phenotype in the ovary, prostate, and leukemic cells [56]. In total, QC shows anticancer activity in cervical [57], colon [58], glioma [59], breast [60], ovarian [61], and leukemia [32] cancers. We have previously shown QC inhibits OC growth in vivo [31] and in vitro by modulating cell cycle proteins p21 and Skp2 [43] in an autophagy-dependent and p53-independent manner. In this study, we demonstrate that QC also targets treatment-refractory OC cells by inhibiting RBG. A recent report by Eriksson et al. showed that QC-induced gene expression shows the highest correlation to that of ellipticine, an RNA Pol I inhibitor [32,33]. Considering that Pol I is essential for RBG, we explored the extent to which QC inhibits RBG and produces therapeutic effects through nucleolar stress. Nucleolar size, irregularity, and number are determinants in tumor grade and are associated with aggressive tumor behavior and poor outcome, underscoring the significance of nucleolar function in tumorigenesis. The nucleolus, the hub for RBG, is also the site for RNA Pol I-driven rDNA transcription. Inhibition of Pol I-driven transcription of ribosomal genes induces nucleolar stress and results in the disruption of nucleolar structures [62]. This leads to the translocation of resident nucleolar proteins, including NS and FBL as well as several ribosomal proteins, into the nucleoplasm where they bind MDM2 to induce p53 stabilization, cell cycle arrest, and apoptosis. Several chemotherapeutic drugs concomitantly inhibit RBG to induce nucleolar stress [12] and induce DNA damage [13]. The nucleolus is increasingly being recognized as playing an active role in the DNA damage response due to the localization of proteins involved in DNA repair including PARP1, BRCA1, NS, and 5′-flap endonuclease and 3′-5′ exonuclease (FEN1) [23]. rDNA repeats are particularly vulnerable to genomic instability, and a high rate of transcription at these loci due to increased RBG further increases the instability. Accumulating data suggest that NS, a stem cell-enriched nucleolar protein, promotes genome stability and protects against replication-induced DNA damage. Mechanistically, it was found to regulate the HR repair by recruiting RAD51 to DNA damage and, thus, conferring resistance to PARP inhibitors [24,25]. Herein, we found that QC downregulates NS, which inhibits RBG and DNA repair. QC-induced downregulation of NS disrupted HR repair by decreasing the NS protein levels and PARylation that resulted in reduced RAD51 recruitment to DNA damage. Overall, our data suggest that QC inhibits RBG and that this inhibition may promote DNA damage by downregulating NS. We also observed that QC strongly synergizes with PARPi in the ovarian cancer cells, which supports the development of this combination for future OC treatment.

## 5. Conclusions

In conclusion, we report that QC-induced nucleolar stress and inhibition of RBG resulted in reduced OC cell proliferation and DNA damage. Our RNA-seq analyses, followed by a further pathway investigation, demonstrate that QC induces nucleolar stress in therapy-refractory OC models. Understanding the anticancer mechanisms of QC will support clinical trials and optimal indications for repurposing this drug, and the potential of QC to be combined with additional drugs such as PARP inhibitors for the benefit of OC patients.

## Figures and Tables

**Figure 1:**
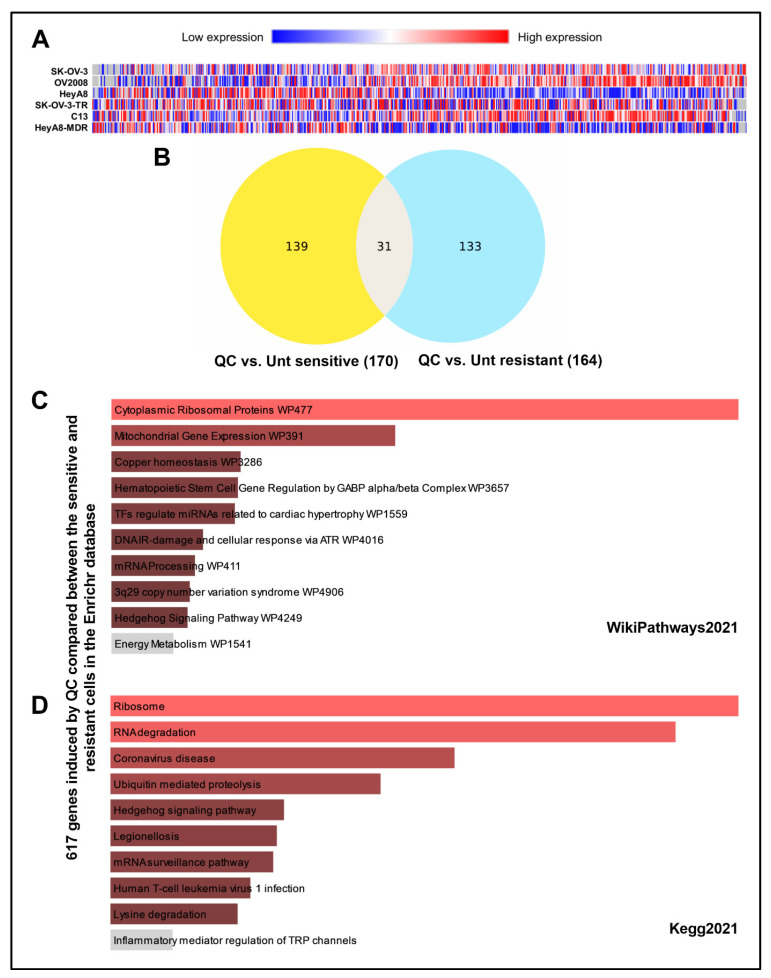
QC-induced differential gene expression in chemotherapy sensitive and resistant isogenic cells. (**A**) Heatmap of 616 gene transcripts identified in secondary analysis of resistant cells to have significant (*p* < 0.05) differential gene expression when treated with QC. Shades of blue represent decreases in abundance and shades of red represent increases in abundance. Genes (horizontal axis) are ordered from highest to lowest fold increase in average fold change comparing resistant to sensitive cells treated with QC. (**B**) Venn diagram of differentially expressed genes from quinacrine treatment of sensitive (left) and resistant (right) cells, and genes common to both sets (middle). (**C**) QC-induced 617 genes that differed between the sensitive and resistant cells were analyzed in the Enrichr database and the representative pathway was shown in WikiPathways 2021 and (**D**) KEGG 2021 analysis. Abbreviations: QC: Quinacrine; Unt: Untreated.

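The size of the QC response differed between lines. Over the 18720 genes, the median absolute deviation of the log2 change was 0.602 in HeyA8, 0.6 in HeyA8-MDR, 0.561 in OV2008, 0.524 in C13, 0.460 in SK-OV-3-TR and 0.318 in SK-OV-3, with 1 library per line and treatment. Among the 9128 genes with a mean CPM above 10, between 133 (SK-OV-3-TR) and 561 (OV2008) changed at least 2-fold in a line. Correlations of the log2 changes across genes, which are not independent replicates, were highest between OV2008 and C13 (Pearson's r = 0.439, Spearman's rho = 0.462) and between HeyA8 and HeyA8-MDR (r = 0.221, rho = 0.276). The third isogenic pair, SK-OV-3 and SK-OV-3-TR, had an r of 0.0623 (rho = 0.0796). Over the 15 pairs of lines, r lay between -0.0268 and 0.439. Within the sensitive group r was between 0.0178 and 0.19, and within the resistant group between -0.0268 and 0.151. Among the genes with a mean CPM above 10, r over the 15 pairs lay between -0.0996 and 0.703. It was then 0.703 for OV2008 and C13, 0.404 for HeyA8 and HeyA8-MDR, and 0.125 for SK-OV-3 and SK-OV-3-TR. For these genes r lay between -0.0196 and 0.235 within the sensitive group and between -0.0996 and 0.328 within the resistant group.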

**Figure 2:**
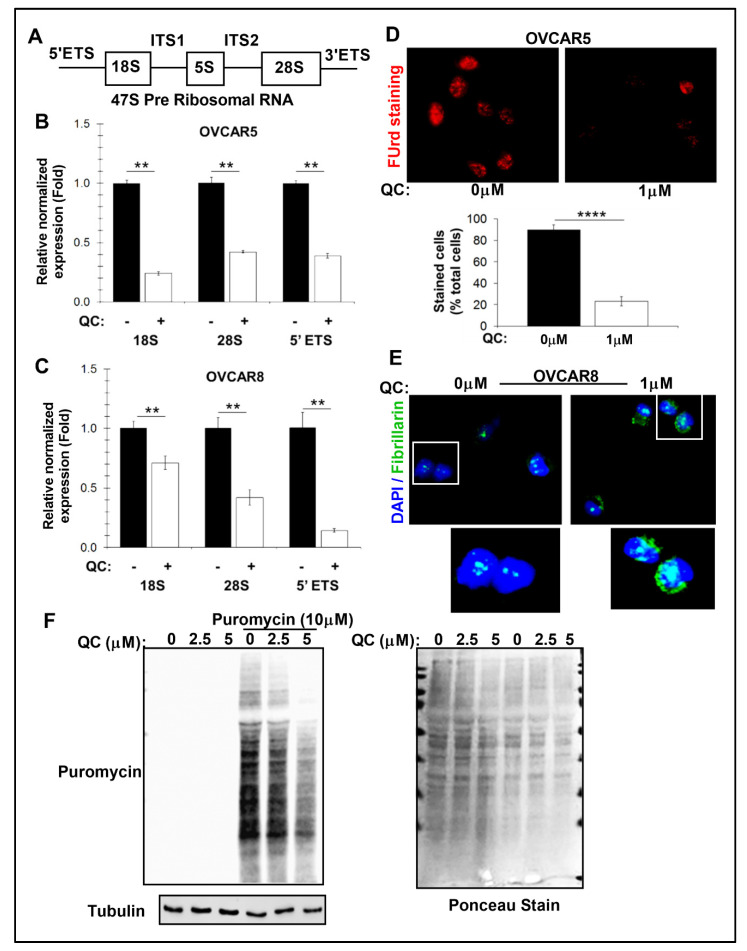
QC impairs RBG and induces nucleolar stress in OC cells. (**A**) Graphic representation of 47S pre-ribosomal RNA. ETS–external transcribed spacers, ITS–internal transcribed spacers. (**B**) Relative expression changes for ribosomal subunits after 1 h of 1 µM QC treatment in OVCAR5 and (**C**) OVCAR8 cells (normalized to RPLP0; *n* = 3). Error bars represent standard error, and significance is denoted by ** (*p* < 0.01). (**D**) Incorporation of 5-fluorouridine was monitored after 10 min of labeling in OVCAR5 cells treated with 1 µM QC for 2 h. Representative images were shown, quantified and shown as bar graph **** (*p* < 0.0001). (**E**) Fibrillarin (Green) IF staining was performed after 2 h of 1 µM QC in OVCAR8 cells. DAPI was used to stain nucleus. (**F**) Whole cell lysates of OVCAR5 were analyzed for puromycin incorporation (1 h, 10 µM) with increasing QC concentrations. Membrane with Ponceau stain was shown for protein loading. Abbreviations: QC: Quinacrine; ITS1/2: internal transcribed spacers 1 and 2; 5′/3′ ETS: external transcribed spacers; FUrd: 5-fluorouridine.

**Figure 3:**
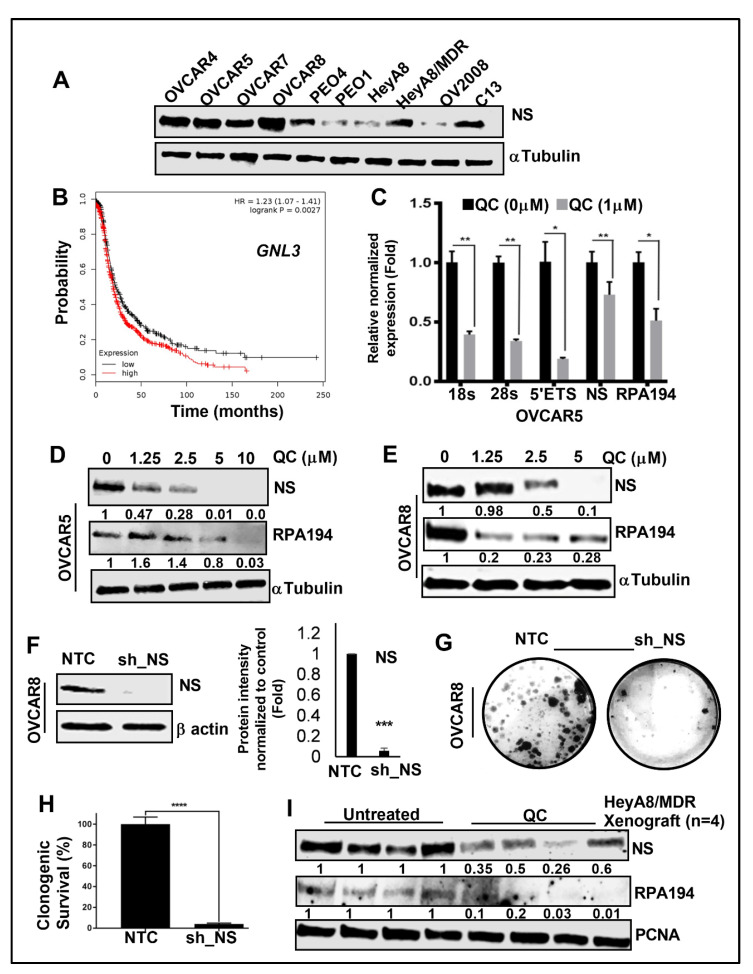
Nucleolar protein NS and RPA194 is downregulated by QC treatment. (**A**) NS protein expression in various OC cell lines was assessed by western blot. αTubulin was used as loading control. (**B**) Kaplan–Meier progression-free survival (PFS) analysis shows high GNL3/NS expression is associated with worse PFS in OC patient’s cohort. (**C**) Relative expression changes for ribosomal subunits NS and RPA194 after 1 h of 1 µM QC treatment in OVCAR5 OC cells (normalized to RPLP0; *n* = 3) * (*p* < 0.05), ** (*p* < 0.01). (**D**) Immunoblot analysis of NS and RPA194 expression in OVCAR5 and (**E**) OVCAR8 cells upon QC treatment for 24 h in a dose dependent manner. α Tubulin was used as loading control. Densitometric analysis was performed using Image J, normalized to endogenous control and the fold change was provided beneath the panel. (**F**) shRNA-mediated stable NS knockdown OVCAR8 cells were generated, and the knockdown effect was validated by western blot analysis. αTubulin was used as loading control. Densitometric analysis was performed using Image J, normalized and fold change was plotted *** (*p* < 0.001). (**G**,**H**) Clonogenic OVCAR8 cell viability after NS knockdown compared to NTC transfection (*n* = 3). Error bars represent standard error, and significance is denoted by **** (*p* < 0.0001). (**I**) Western blot analysis was performed in untreated control and QC-treated HeyA8-MDR OC xenograft tumors against NS and RPA194 expressions. PCNA was used as loading control. Fold change was analyzed and provided beneath the panel. Abbreviations: QC: Quinacrine; NS/GLN3: Nucleostemin, RPA194: RNA Polymerase I Subunit A; NTC: non-targeted control, sh_NS: shRNA-mediated NS downregulation; PCNA: Proliferating cell nuclear antigen.

**Figure 4:**
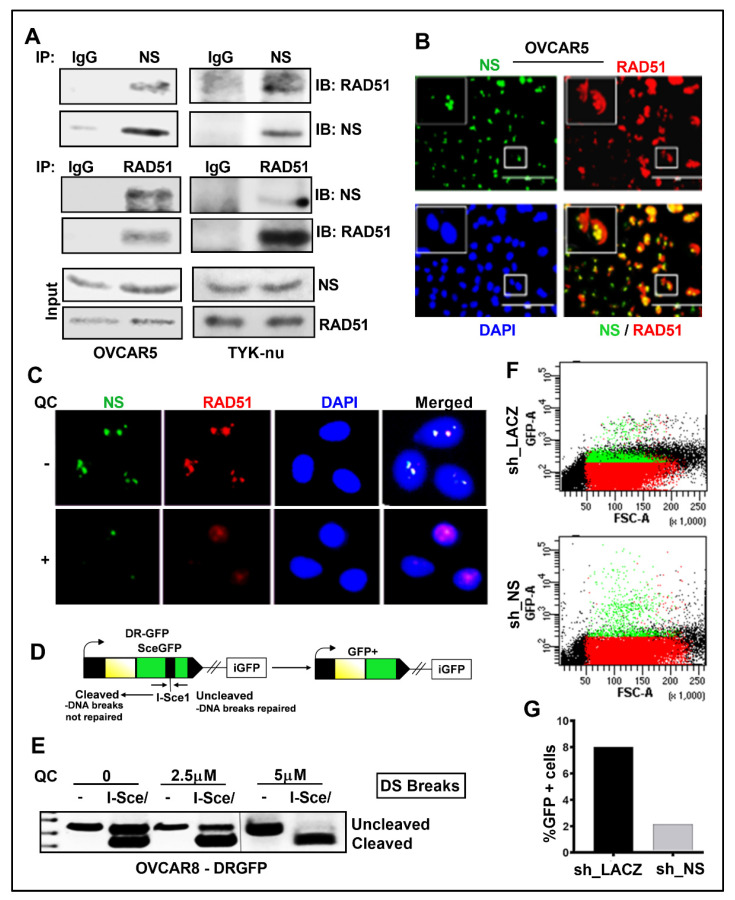
QC impairs the association of NS with RAD51 in OC cells. (**A**) OVCAR5 and TYK-nu cell extracts were immunoprecipitated with anti-NS and the co-precipitated RAD51 was detected by western analysis and vice versa. (**B**) IF analysis shows NS (Green) colocalizes with RAD51 (Red) (Merged image-yellow) in OVCAR5 cells. DAPI was used to stain the nuclei. (**C**) IF analysis shows that treatment with 2.5 µM QC disrupts NS (Green)–RAD51 (Red) association. DAPI was used to stain the nuclei. (**D**) PCR strategy for evaluating repair by HR. (**E**) Expression of I-SceI in OVCAR-8DR-GFP cells was performed to assess the repair of the DSB in the cells. Cells that can undergo HR repair through a short-tract gene conversion without crossing over become GFP positive. Representative gel image was shown after PCR amplification and digestion with I-SceI. (**F**,**G**) Repair is measured as the percentage of GFP positive cells in OVCAR-8DR-GFP cells, which is normalized to the NTC samples transfected in parallel by flow cytometry analysis. Abbreviations: QC: Quinacrine; NS: Nucleostemin, IP/IB: immunoprecipitation/immunoblot; IgG: Immunoglobulin G control; DS: double-strand break; GFP: green fluorescent protein; NTC: non-targeted control, sh_NS: shRNA-mediated NS downregulation; OVCAR8-DR-GFP: OVCAR8 cells with stable integration of pDR-GFP plasmid; I-Sce: Intron-encoded endonuclease.

**Figure 5:**
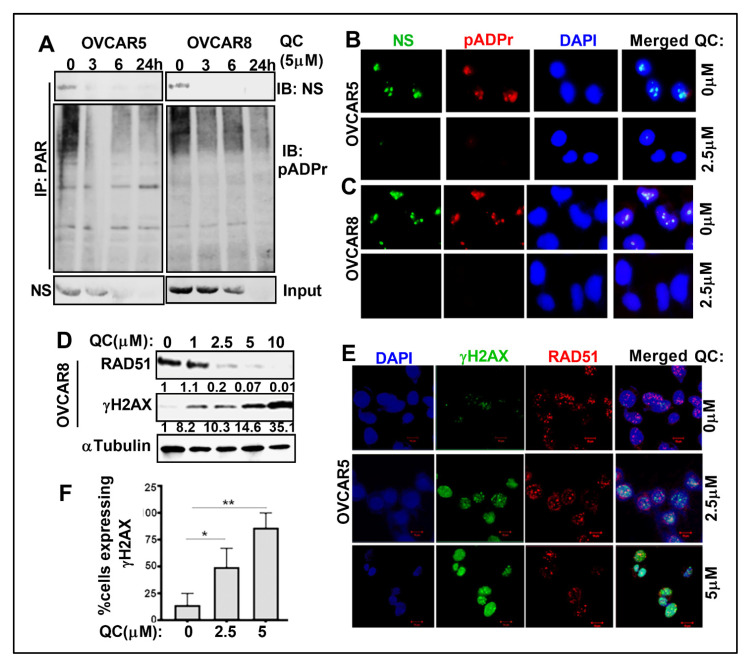
QC downregulates NS PARylation. and induces DNA damage. (**A**) OVCAR5 and 8 cell extracts were immunoprecipitated with anti-PAR antibody from untreated and QC-treated cells and probed for NS PARylation levels in a time dependent manner. (**B**) IF analysis shows NS (green) and pADPr (Red) colocalizes with each other (Merged image) and DAPI was used to stain the nuclei in OVCAR5 and (**C**) OVCAR8 cells. (**D**) Western analysis was performed in OVCAR8 cells to show the dose dependent increase in γH2AX levels and concomitant reduction in RAD51 levels upon QC treatment. αTubulin was used aa loading control. Densitometric analysis was performed using Image J, normalized and fold change was provided beneath the panel. (**E**) Representative IFC images of OVCAR5 cells untreated and treated with 2.5 and 5.0 µM QC showing γH2AX (green) and RAD51 (Red). DAPI-stained nuclei are in blue. (**F**) Quantitation of γH2AX levels. The number of cell nuclei displaying <5 foci (negative), between 6 and >20 foci, and diffuse pan-nuclear staining for pH2AX and RAD51 foci was quantified. At least 50 cells were counted (×40) for drug treatment per experiment. * (*p* < 0.05), ** (*p* < 0.01). Abbreviations: QC: Quinacrine; NS: Nucleostemin; IP/IB: immunoprecipitation/immunoblot; PAR: protein-conjugated polymers of ADP-ribose; pADPr: Poly(ADP-ribose) Polymer; H2AX: H2A histone family member X.

**Figure 6:**
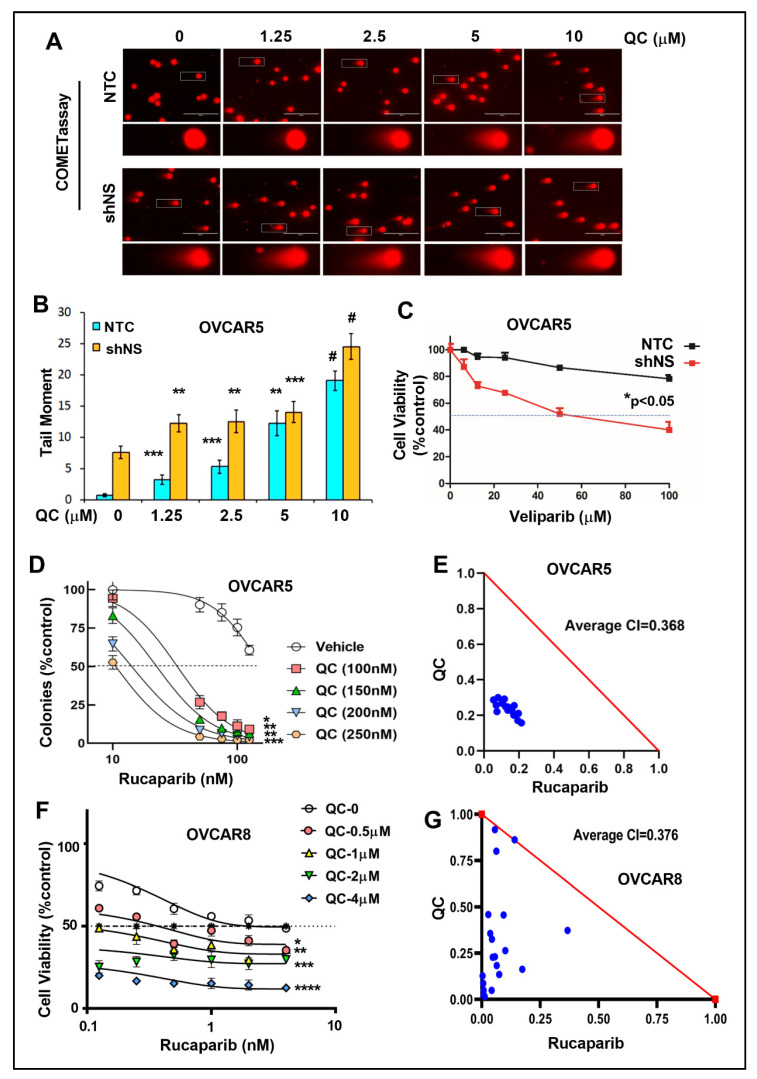
NS knockdown cells are sensitized to QC-induced DNA damage and QC sensitizes OC cells to PARPi. (**A**) Alkaline COMET assay shows increase in DSDBs following QC treatment in both OVCAR5 NTC and NS KD cells. (**B**) Quantified tail moment from the COMET assay was represented ** (*p* < 0.001), *** (*p* < 0.0001), ^#^ (*p* < 0.00001). (**C**) Cell viability was assessed in both NTC and NS KD cells upon dose dependent Veliparib treatment using MTT assay. (**D**) Colony formation assays using OVCAR5 cells upon treatment with indicated concentrations of QC alone or in combination with Rucaparib was shown. * (*p* < 0.01), ** (*p* < 0.001), *** (*p* < 0.0001). (**E**) The combination index (CI) was plotted as a function of dose combination, with average CIs for the drug combination reported in panel. The additive isobole is depicted in this panel as a red straight line, with synergistic dose combinations labeled below the isobole. An average CI of 1 indicates an additive effect, CI < 1 a synergistic effect, and CI > 1 an antagonistic effect. (**F**) Cell viability assay for 48 h using OVCAR8 cells upon treatment with indicated concentrations of QC alone or in combination with Rucaparib was shown. * (*p* < 0.01), ** (*p* < 0.001), *** (*p* < 0.0001), **** (*p* < 0.00001). (**G**) The combination index (CI) was plotted as mentioned above. Abbreviations: QC: Quinacrine; NS: Nucleostemin; NTC: non-targeted control, sh_NS: shRNA-mediated NS downregulation; COMET: single cell gel electrophoresis assay.

## Data Availability

RNA-seq raw data files were submitted in the NCBI Gene Expression Omnibus (GEO) and accessible under GEO series accession number GSE176246.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cancers13184645/s1. Table S1: Cell Culture Details Provided, Table S2: Source of Antibodies and Reagents Used, Table S3: Primer Sequence Table. Figure S1: Differential gene expression in chemotherapy sensitive and resistant isogenic cells by QC treatment. Figure S2. Validation of expression for selected genes in the RBG pathway with and without QC treatment. Figure S3: QC induces nucleolar stress. Figure S4: QC and CX5461 ribosomal inhibitor downregulates NS. Figure S5: PARPis downregulates parylation of NS. Figure S6. RPA194 knockdown cells are sensitized to QC treatment.

# Supplementary material for: Quinacrine Induces Nucleolar Stress in Treatment-Refractory Ovarian Cancer Cell Lines
**Source:** Cancers (Basel). 2021 Sep 16;13(18):4645. doi: 10.3390/cancers13184645
**Supplement:** Supplementary file 1

# Quinacrine induces nucleolar stress in treatment-refractory ovarian cancer cell lines

Derek B. Oien <sup>1,†</sup>, Upasana Ray <sup>1</sup>, Christopher L. Pathoulas <sup>1,2</sup>, Ling Jin <sup>1</sup>, Prabhu Thirusangu <sup>1</sup>, Deokbeom Jung <sup>1,3</sup>, Joseph E. Kumka <sup>1,4</sup>, Yinan Xiao <sup>1,5</sup>, Sayantani Sarkar Bhattacharya <sup>1</sup>, Dennis Montoya <sup>6</sup>, Jeremy Chien <sup>6</sup> and Viji Shridhar <sup>1,\*</sup>

**Table S1: Cell culture conditions.**

| Cell lines          | Media                  | Supplements              |
|---------------------|------------------------|--------------------------|
| OVCAR 4/5/7/8       | RPMI-1640              | 10% FBS and 1% Pen/Strep |
| PEO1/PEO4           | RPMI-1640              | 10% FBS and 1% Pen/Strep |
| OV2008/C13          | RPMI-1640              | 10% FBS and 1% Pen/Strep |
| SK-OV-3/ SK-OV-3-TR | RPMI-1640              | 10% FBS and 1% Pen/Strep |
| HeyA8/HeyA8MDR      | DMEM (4.5 g/l glucose) | 10% FBS and 1% Pen/Strep |

**Table S2: Details of antibodies and reagents used.**

| Antibodies                                                            | Company                                | Catalog No. |
|-----------------------------------------------------------------------|----------------------------------------|-------------|
| 1. RPA194                                                             | Santa Cruz, Dallas, TX                 | sc-46699    |
| 2. NS                                                                 | Santa Cruz Biotechnology, Texas, U.S.A | sc-166460   |
| 3. PCNA                                                               | Santa Cruz Biotechnology, Texas, U.S.A | sc-9857     |
| 4. RAD51                                                              | Abcam, Cambridge, UK                   | ab133534    |
| 5. H2AX                                                               | Santa Cruz Biotechnology, Texas, U.S.A | sc-517336   |
| 6. $\alpha$ -tubulin                                                  | Santa Cruz Biotechnology, Texas, U.S.A | sc-5286     |
| 7. GAPDH                                                              | Santa Cruz Biotechnology, Texas, U.S.A | sc-47724    |
| 8. BrdU                                                               | Bioss, Woburn, MA                      | BS-0489R    |
| 9. Fibrillarin                                                        | Santa Cruz Biotechnology, Texas, U.S.A | sc-166001   |
| 10. DNMT3B                                                            | LifeSpan Biosciences, Inc., WA, U.S.A  | LS-C523     |
| 11. ASNS                                                              | Santa Cruz Biotechnology, Texas, U.S.A | sc-365809   |
| 12. CSTM                                                              | Santa Cruz Biotechnology, Texas, U.S.A | sc-73881    |
| Reagents                                                              | Company                                | Catalog No. |
| 1. 5-fluorouridine                                                    | Sigma-Aldrich                          | F5130       |
| 2. Quinacrine (QC)                                                    | Sigma-Aldrich                          | Q3251       |
| 3. TRIzol                                                             | Ambion, Carlsbad, CA                   | 15596018    |
| 4. Chloroform                                                         | Sigma-Aldrich                          | C2432       |
| 5. Puromycin                                                          | EMD Millipore, Burlington, MA          | A1113803    |
| 6. 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) | ThermoFisher Scientific                | M6494       |
| 7. Antifade mounting medium with DAPI                                 | Vectashield, Burlingame, CA USA        | H-1200-10   |
| 8. QuantiTect Reverse Transcription cDNA Synthesis kit                | Qiagen, Germantown, MD                 | #205311     |
| 9. iTaq Universal SYBR Green Supermix                                 | Bio-rad, CA                            | #1725121    |
| 10. Fetal Bovine Serum (FBS)                                          | Biowest                                | #S181A      |
| 11. 100 $\mu$ g/ml streptomycin and 100U/ml penicillin                | Thermo Fisher Scientific               | 15070063    |

|                                              |                          |                         |
|----------------------------------------------|--------------------------|-------------------------|
| 12. DMEM (4.5 g/l glucose),<br>13. RPMI-1640 | Thermo Fisher Scientific | #11965118,<br>#11875093 |
| 14. Lipofectamine 3000                       | Thermo Fisher Scientific | L3000015                |

**Table S3: Primer sequence for QPCR.**

| Gene     | Forward Primer                    | Reverse Primer                      |
|----------|-----------------------------------|-------------------------------------|
| GLN3     | 5'-AGC AGA AAC TTG ACA GGC AG -3' | 5'-GAA TTC TGT TTG CCC GAC TTG-3'   |
| ASNS     | 5'-GGA GAG TGA GAG GCT TCT G-3'   | 5' GGT GGC AGA GAC AAG TAA TAG G-3' |
| BOP1     | 5'-CAG TTC CTG GAC AAG ATG GAC-3' | 5'-GTT GAA GCC CAC ATC CCC-3'       |
| CTSM     | 5'-GGC AGC AAC AGC ATC TAC TAC-3' | 5'-CAT CTC CAT CGT CAG GAA GTA C-3' |
| DNMT3B   | 5'-CCC ATT CGA GTC CTG TCA TTG-3' | 5'-TTG ATA TTC CCC TCG TGC TTC-3'   |
| PHDGH    | 5'-CAT CAG TGA CAG CCT GGA C-3'   | 5'-TGG CAG AGC GAA CAA TAA CG-3'    |
| 18s rRNA | 5'-AAA CGG CTA CCA CAT CCA AG-3'  | 5'-CCT CCA ATG GAT CCT CGT TA-3'    |
| 28s rRNA | 5'-TGG GTT TTA AGC AGG AGG TG-3'  | 5'-AAC CTG TCT CAC GAC GGT CT-3'    |
| 5'ETS    | 5'-GAA CGG TGG TGT GTC GTT-3'     | 5'-GCG TCT CGT CTC GTC TCA CT-3'    |
| RPLP0    | 5'-ACC TCC TTT TTC CAG GCT TT-3'  | 5'-CCC ACT TTG TCT CCA GTC TTG-3'   |

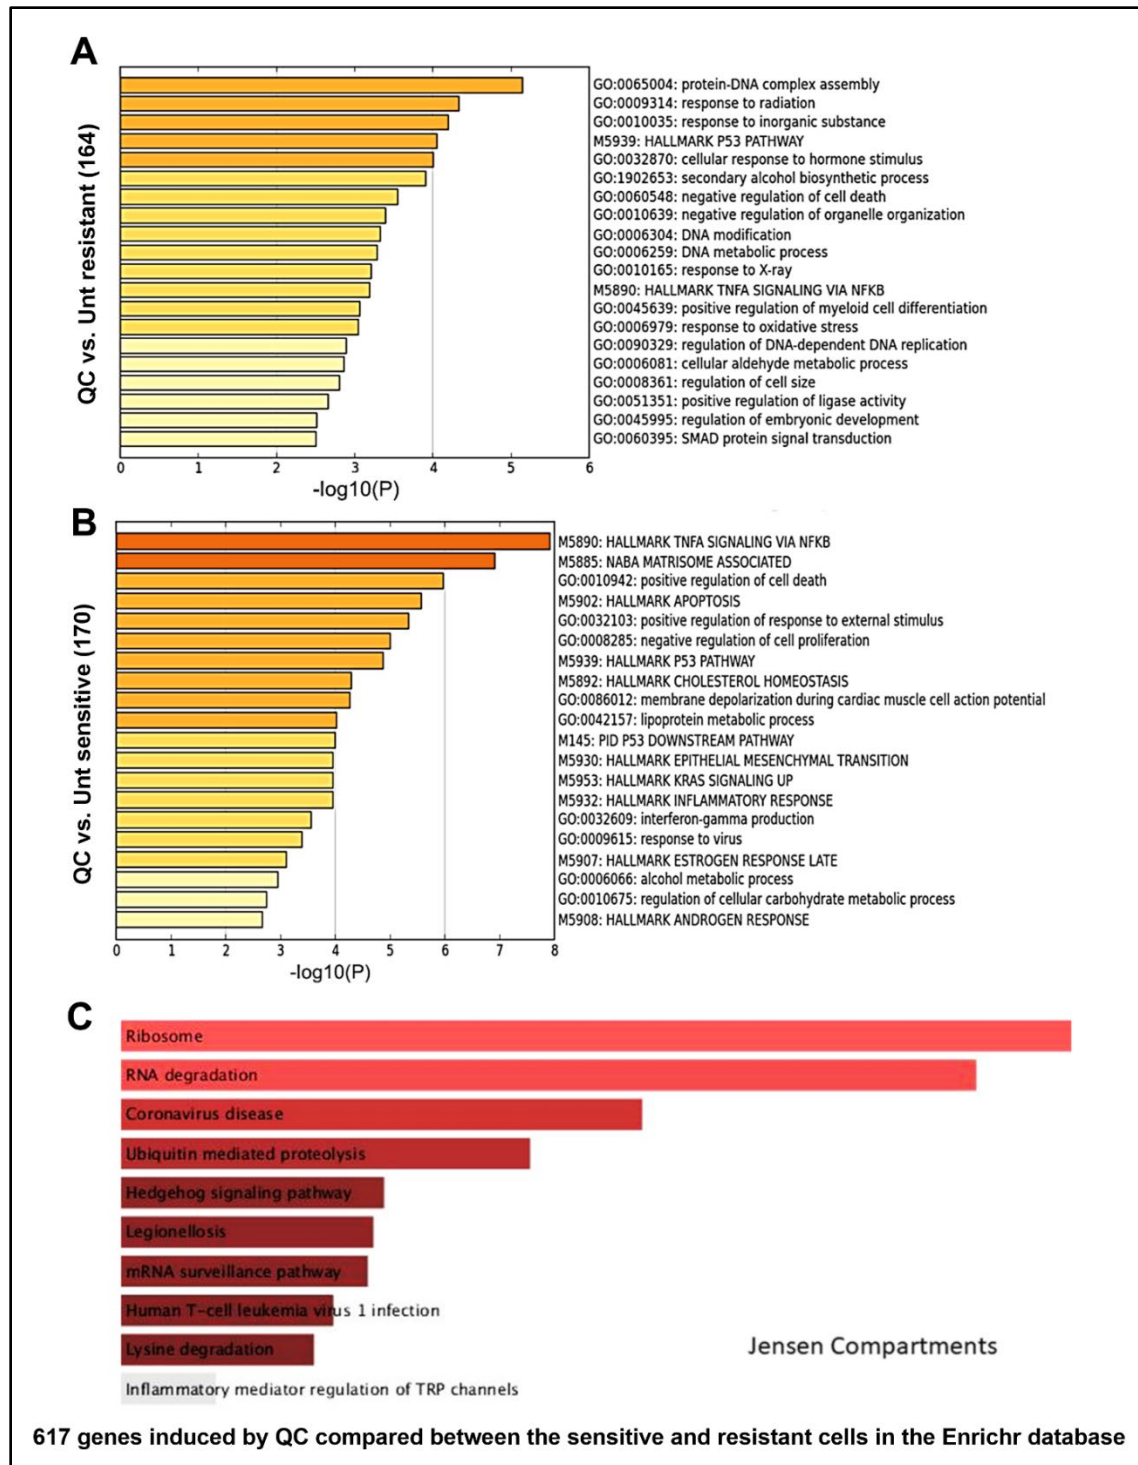

**Figure S1: Differential gene expression in chemotherapy sensitive and resistant isogenic cells by QC treatment.** (A) Pathway analyses for differentially expressed genes after quinacrine treatment of resistant cells and (B) sensitive cells. Graphs are output data of Metascape software (metascape.org) that show p-

value (as  $-\log_{10}(P)$ ) for top associated pathways by significance to expression correlation. (C) 617 genes induced by QC that differed between the sensitive and resistant cells were analyzed in the Enrichr database and the pathway analysis presented as Jensen Compartments.

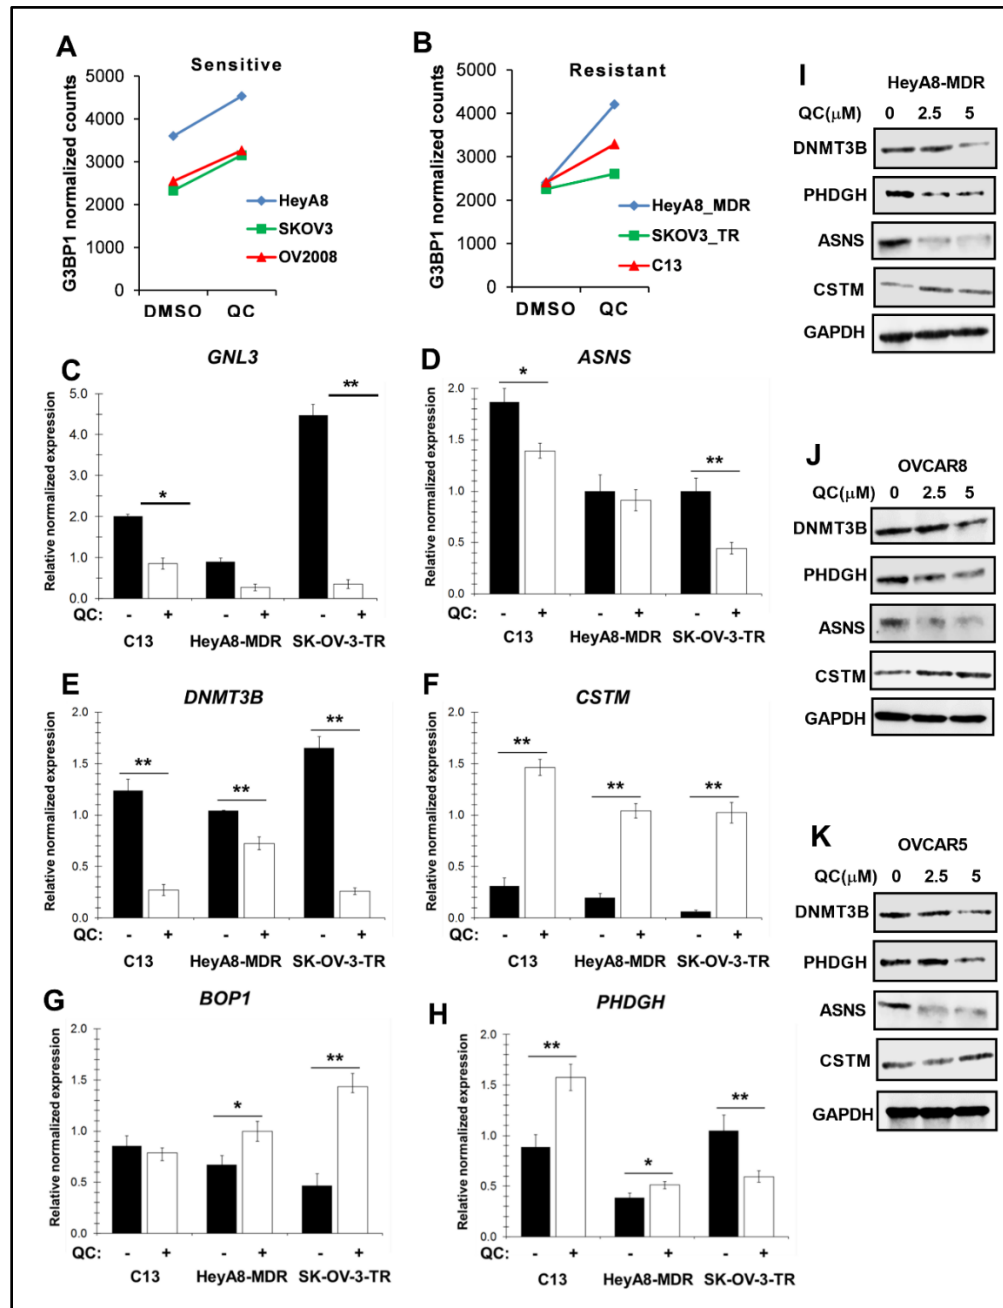

**Figure S2: Validation of expression for selected genes in the RBG pathway with and without QC treatment.** Genes expression analysis from RNA Seq data showed that G3BP1 is increased in sensitive

and resistant cells treated with quinacrine compared to control. Quantitative real-time PCR detecting mRNA expression in sensitive and resistant OC cells against (C) GNL3, (D) ASNS, (E) DNMT3B, (F) CSTM, (G) BOP1 and (H) PHDGH. Error bars represent standard error ( $n = 3$ ), and significance is denoted by \* ( $p < 0.05$ ) or \*\* ( $p < 0.005$ ). Western blot analysis for DNMT3B, PHDGH, ASNS and CSTM protein level changes upon QC treatment was analyzed in (I) HeyA8-MDR, (J) OVCAR8 and (K) OVCAR5 cells. GAPDH was used as loading control.

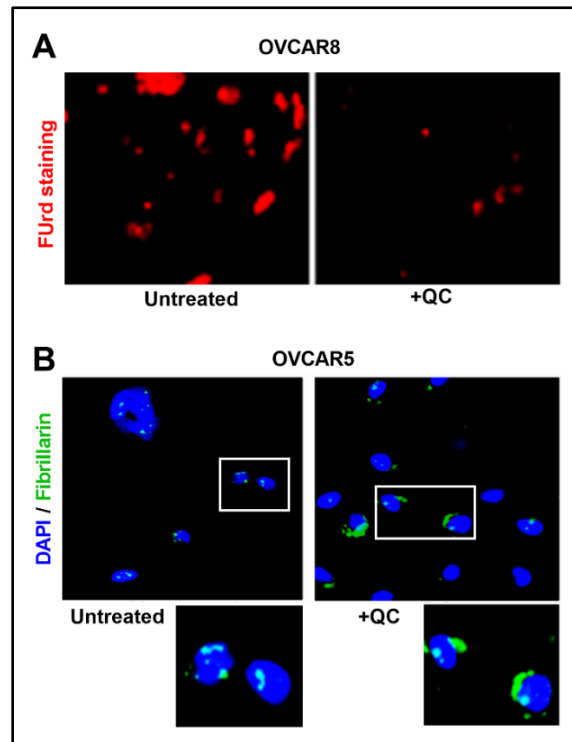

**Figure S3: QC induces nucleolar stress.** (A) Incorporation of 5-fluorouridine was monitored after 10 minutes of labeling in OVCAR8 cells treated with 1  $\mu$ M QC for 2 hrs. Representative images were shown. (B) Fibrillarin (Green) IF staining was performed after 2 hrs of 1  $\mu$ M QC in OVCAR5 cells. DAPI was used to stain nucleus.

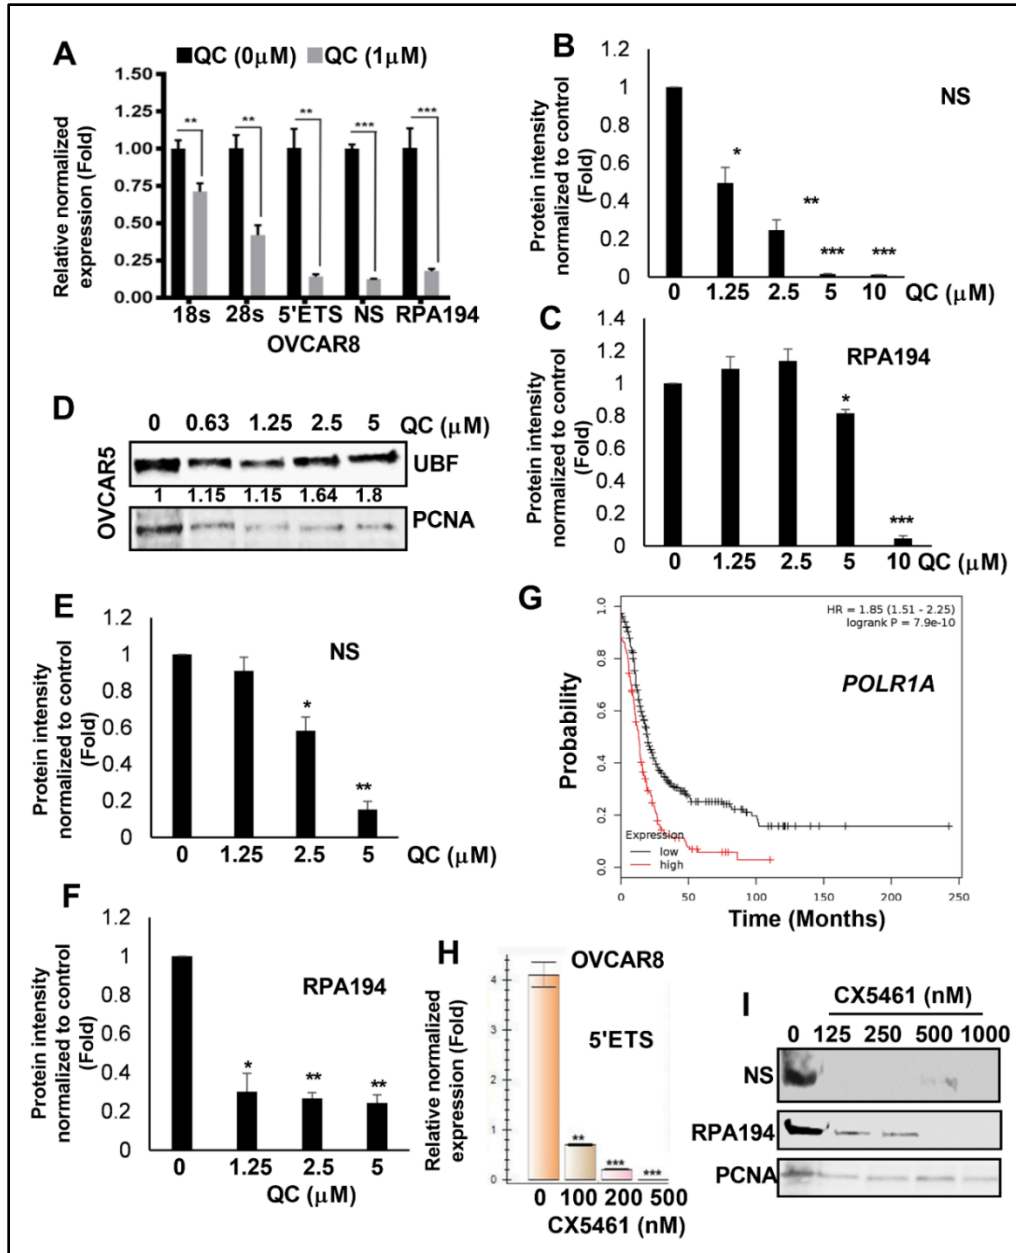

**Figure S4: QC and CX5461 ribosomal inhibitor downregulates NS.** (A) Relative expression changes for ribosomal subunits, NS and RPA194 after 1hr of 1 $\mu$ M QC treatment in OVCAR8 OC cells (normalized to RPLP0; n=3) \*(p<0.05), \*\* (p<0.01), \*\*\*(p<0.001). (B-C) Graphs show the densitometric analysis normalized to endogenous control for fig.3D. (\*p < 0.05 \*\*p < 0.01 \*\*\*p < 0.001). (D) Western blot analysis for UBF upon treatment with indicated dose of QC for 24hrs. PCNA was used as loading control. (E-F) Densitometric plots normalized to endogenous control for fig.3E. (\*p < 0.05, \*\*p < 0.01).

(G) Kaplan-Meier progression free survival (PFS) analysis shows high POLR1A expression is associated with worse PFS in OC patient's cohort. (H) Relative expression changes for 5'ETS after 24hr of increasing concentration of CX5461 treatment in OVCAR8 cells (normalized to RPLP0; n=3). (I) Immunoblot showing CX5461 treatment downregulates NS and RPA194 expression in OVCAR5 cells in a dose dependent manner. PCNA was used as an endogenous control.

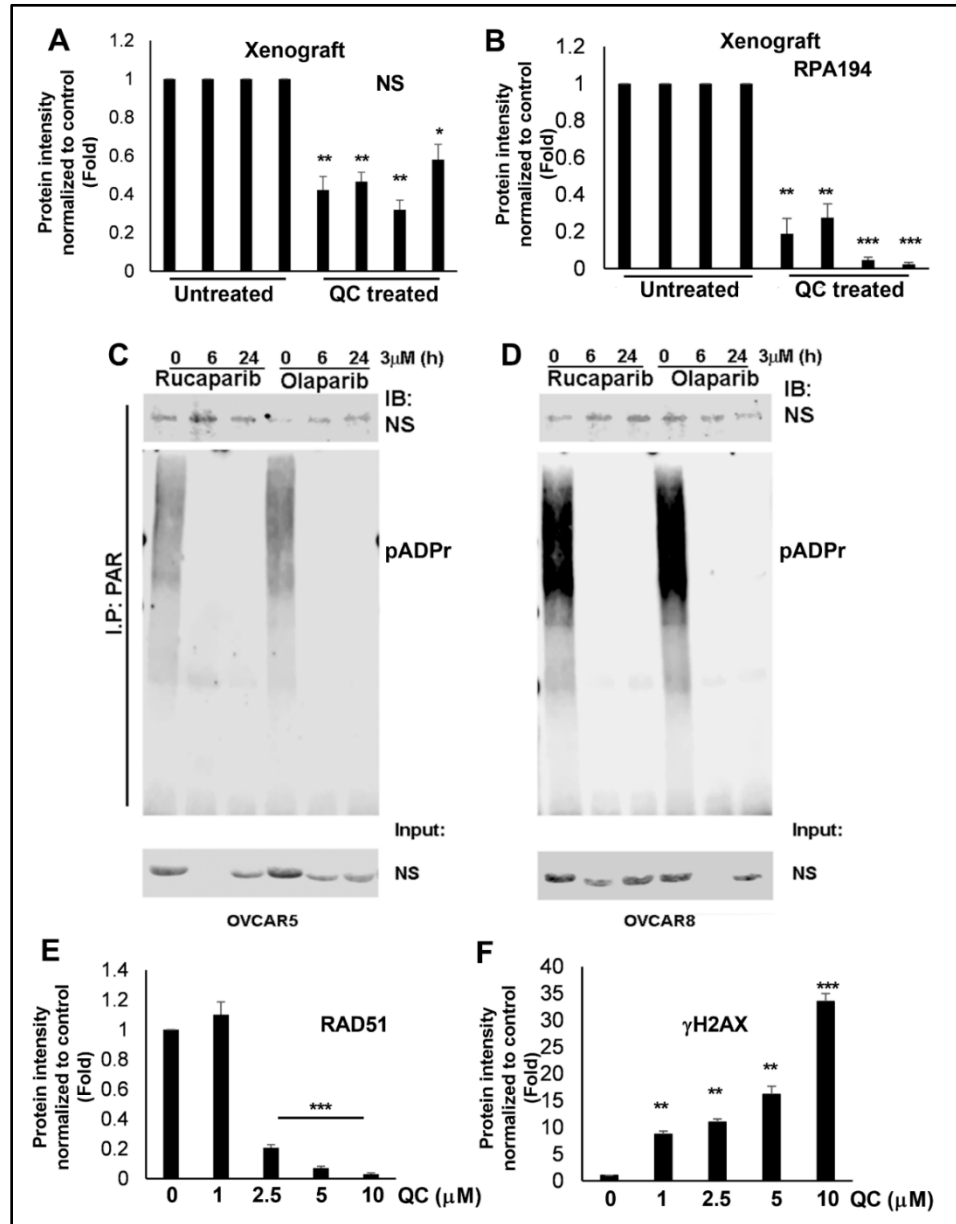

**Figure S5: PARPis downregulates parylation of NS.** (A-B) Graphs show the densitometric analysis normalized to endogenous control for fig.3I (\*p < 0.05 \*\*p < 0.01 \*\*\*p < 0.001). (C) OVCAR5 and (D)

OVCAR8 cell extracts were immunoprecipitated with anti-PAR antibody from untreated and Rucaparib/Olaparib treated cells and probed for NS and NS parylation levels pADPr in a time dependent manner. (E-F) Densitometric plots normalized to endogenous control for fig.5D. (\*\*p < 0.01 \*\*\*p<0.001).

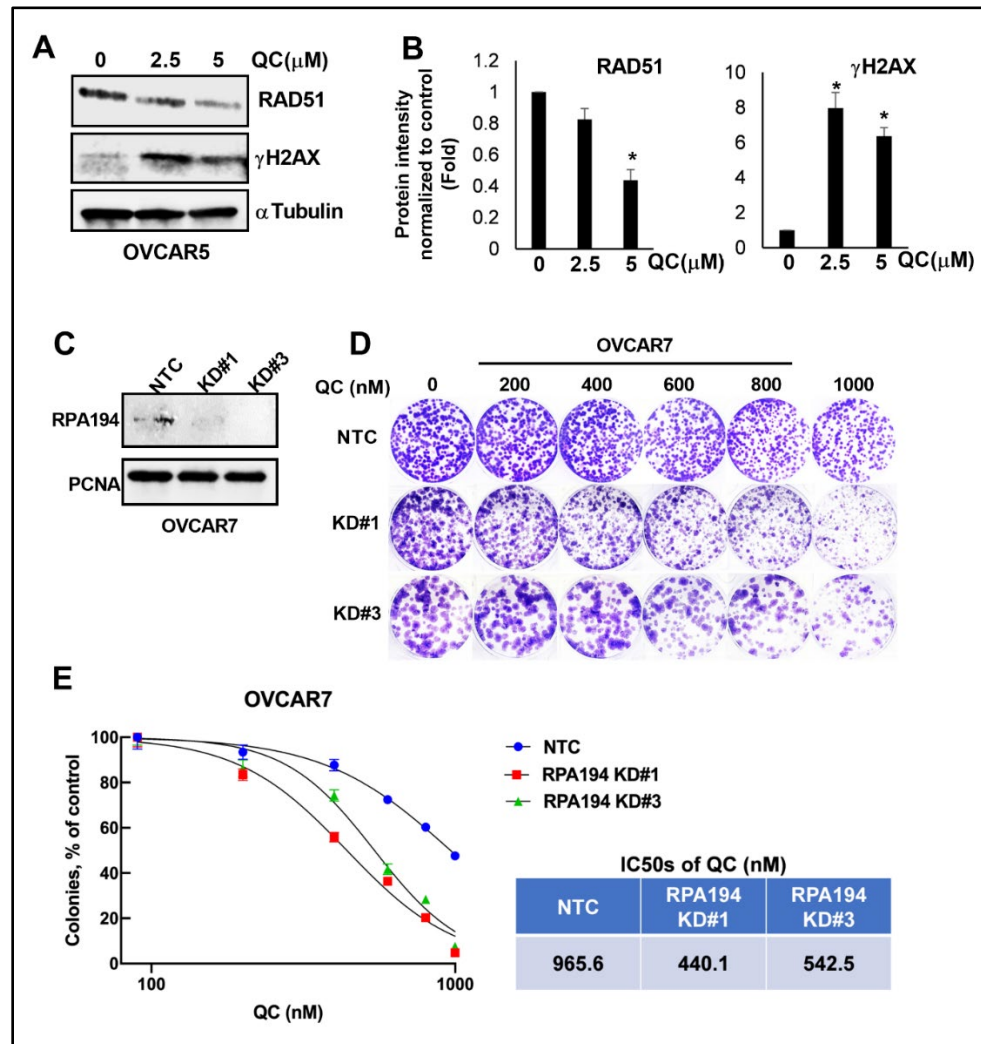

**Figure S6: RPA194 knockdown cells are sensitized to QC treatment.** (A) Western analysis was performed in OVCAR5 cells to show the dose dependent increase in  $\gamma$ H2AX levels and concomitant reduction in RAD51 levels upon QC treatment.  $\alpha$ Tubulin was used as a loading control. (B) Densitometric analysis was performed using Image J, normalized and fold change was plotted (\*p < 0.05). (C) RPA194 shRNA mediated stable knockdown OVCAR7 cells were generated and the effective knockdown was

validated by immunoblot analysis. (D) Clonogenic survival assays with or without QC treatment was performed in NTC control and shRPA194 OVCAR7 cells. Images captured and shown. (E) Colonies counted, data was analyzed and plotted and the IC50 value was determined in all the treatment sets.

How the deposited data were processed for this re-analysis (not part of the article)

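Quinacrine (QC) responses were measured by RNA-seq in 6 established ovarian cancer cell lines, the sensitive lines HeyA8, SK-OV-3 and OV2008 and the resistant lines HeyA8-MDR, SK-OV-3-TR and C13. Each line was treated with 8 µM QC or with vehicle for 6 h, and 1 library was made for each line and treatment, 12 in all. The authors prepared libraries with the TruSeq RNA kit, aligned reads with TopHat to hg19 and counted them with HTSeq; the deposited values are these raw counts per gene, without normalization. The versions of these tools, the annotation and the strand setting are not stated in the paper's text. The table names genes by versioned Ensembl IDs and no genome build, and holds no entries for reads outside genes. Symbols came from a reference gene table on GRCh37 by Ensembl ID without the version, which paired 58663 of the 60669 IDs; the 2006 unpaired IDs hold 0.132% of the counts and stayed in the tests under their ID. Coordinates are those of that GRCh37 table.

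Total counts per library lay between 17782556 and 30585059, and the 10 most abundant genes held between 4.99% and 7.92% of a library's counts. Each group has 3 lines, and genes such as CST6 have few counts in most libraries. Fold changes are not given where both libraries of a line had 3 counts or fewer.

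Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were kept by edgeR's filterByExpr for the 4 conditions (defaults: minimum count 10, minimum total 15), which left 18720 genes, and libraries were scaled by TMM. The quasi-likelihood fit had a term for each cell line (the block), a QC effect in sensitive lines and a QC effect in resistant lines, and their difference was tested as a contrast. A separate fit had a single QC effect over all 6 lines. All tests were two-sided, p-values were adjusted by the Benjamini-Hochberg method, and both adjusted p-values under 0.05 and unadjusted p-values under 0.05, the threshold the paper names, were counted. Values per line are log2 ratios of normalized CPM (counts scaled by library size) with a prior count of 2. The vehicle and QC libraries of a line deviated together from the group means, with correlations across genes between 0.893 and 0.929 over the 6 lines, and the pairing comes from the shared cell line.

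Gene lists for 12 processes (cytoplasmic and mitochondrial ribosomal proteins, ribosome biogenesis factors, RNA polymerase I machinery, RNA degradation, p53 targets, DNA replication, replication-dependent histones, cholesterol synthesis, amino acid response, NF-kB targets and lysosome) were written from general knowledge, not taken from the databases the paper used. They were tested with limma's camera (correlation 0.01) in 3 contrasts, adjusted over the 36 tests, with fry and camera with an estimated correlation as alternatives. The paper's Metascape, Ingenuity, Panther and Enrichr analyses were not repeated because their databases were not available.

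The genes named in the text are the 21 genes the study names, of which 20 were paired with an ID, and the 2 members with the smallest p of each gene list in the contrast reported. Some genes that this rule names are not reported here, but they stayed in the tests over all genes, the gene lists and the adjustments. ABCB1, MT-RNR1, MT-RNR2, SNORD3A and SNORA73B fall outside this rule and were chosen after their values were seen. Exact sign-flip tests over lines and exact permutations of the resistance labels over line medians were used for single values.

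The design, the gene lists and the main alternatives were set before the data were examined. These alternatives were a fit without the cell line block, DESeq2 1.42.0 with and without that block, DESeq2's size factors or library size in place of TMM, no filter, at least 10 counts in every library, only the 6 libraries of a group, leaving out each cell line in turn, an added log2 fold change of at least 1 in size, the isogenic family as the block for the difference, and scaling to RPLP0 for single genes. A correction of each line's log2 changes for GC content and transcript length (a loess trend with a span of 0.5) was added after the data had been seen. It used the GC content and length of 18603 of the 18720 genes, and all members of the 12 lists had both.

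The methods were tested on simulated data: counts were drawn for the 18720 genes from the line means and library sizes with the observed dispersion of 0.0575, and 200 genes were changed by known amounts. All genes shared that dispersion, each changed gene moved by the same amount in every line, and changed genes were taken from those with many counts. The fit called 100% of the 93 genes changed 4-fold in sensitive lines and 98.9% in resistant lines, and 47.7% and 39.3% of the 107 genes changed 2-fold. Of 18474 unchanged genes it called 2 in sensitive lines and 3 in resistant lines. The median ratio of the estimated to the true log2 change was 1.01 for 2-fold changes over all lines. A list shifted by 0.5 on the log2 scale was called by camera in both groups, and 0 of the unshifted lists were. The simulated genes were drawn independently of each other, so this cannot show how camera with its preset correlation behaves on correlated genes. Plots were drawn with matplotlib 3.10.9.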

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

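The tests for a trend on GC content and transcript length were chosen only after the differences between resistant and sensitive lines had been seen. The correction reduced the trend but did not remove it. Spearman's correlation of the log2 changes with GC content went from -0.201 to 0.0724 in HeyA8-MDR and from -0.114 to 0.0757 in C13. Among the 81 genes and gene lists compared over the 6 cell lines, 1 had a line far from the others, where chance gives 4.05.

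MRPS28, a mitochondrial ribosomal protein gene, had a log2 change with QC of -0.491 in C13 and between 0.128 and 0.478 in the other lines. The gap of C13 to its nearest neighbour was 0.639 of the whole range, over Dixon's critical value for 6 values. The median of the 78 mitochondrial ribosomal protein genes was lowest in C13 as well, at -0.36, with 7.69% of members rising. A single line that passes in 81 comparisons is fewer than chance gives, C13 has 1 library per treatment, and no biological explanation was tested.

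The cytoplasmic ribosomal protein genes differed between resistant and sensitive lines, with a median log2 difference of 0.116 (adjusted p = 0.00569, camera). A trend on GC content and transcript length is argued against as the whole cause, as far as the correction reaches, since the difference passed after it (adjusted p = 2.07e-04, camera). The difference did not hold with fry (adjusted p = 0.973), and it was -0.023 without HeyA8-MDR and 0.35 without C13. The median was above 0 in 3 of 6 lines, and an exact permutation of the resistance labels over the line medians gave p = 0.8. It therefore does not follow resistance line by line. Reads shared with pseudogenes, single libraries per line and a difference between lines unrelated to resistance stay open and were not tested.

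The DNA replication genes differed by 0.184 (adjusted p = 6.80e-05, camera). After correction for the trend on GC content and transcript length the adjusted p was 4.26e-05 (camera). As far as the correction reaches, this argues against that trend as the whole cause. With fry the adjusted p was 0.973, and without SK-OV-3-TR the difference was 0.045 (adjusted p = 0.687, camera). C13, a resistant line, had the lowest median of the 6 (-0.43), and the exact permutation of the resistance labels gave p = 0.5. A difference in the growth of the lines was not measured and stays open beside resistance.

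The NF-kB targets differed by 0.282 (adjusted p = 0.0247, camera), and the adjusted p was 0.00602 (camera) after correction for the trend on GC content and transcript length. With fry the adjusted p was 0.973. The line medians were 0.70 in HeyA8-MDR, -0.16 in SK-OV-3-TR and -0.15 in C13, against -0.11 in HeyA8, -0.60 in SK-OV-3 and 1.04 in OV2008, so they do not follow resistance (exact permutation, p = 1). Without SK-OV-3 the difference was -0.092 and without OV2008 it was 0.62. PTGS2 and CXCL1 had the smallest p among the members. What sets HeyA8-MDR and OV2008 apart was not tested.

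The mitochondrial ribosomal RNAs, which the paper does not discuss, rose with QC in 6 of 6 lines by a median of 0.395 on the log2 scale (from 0.0612 to 0.727; exact sign-flip test, two-sided p = 0.031, the smallest 6 pairs allow). They rose in 6 of 6 lines under each of the 4 scalings. MT-RNR2 rose in each line, while MT-RNR1 rose in HeyA8, HeyA8-MDR and SK-OV-3-TR and fell in SK-OV-3 (-0.0079), OV2008 (-0.158) and C13 (-0.109); both genes were chosen after their values were seen. More mitochondrial RNA of every kind is argued against by the ratio of mitochondrial ribosomal to messenger RNA, which rose in 6 of 6 lines by a median of 0.451. Weaker poly(A) selection in the QC libraries cannot be told apart from an effect on these RNAs. The 18 other RNAs without a poly(A) tail fell in 3 of 6 lines, from -0.799 in SK-OV-3 to 1.04 in HeyA8-MDR (median 0.0831, exact sign-flip test, two-sided p = 0.969), with between 36 and 120 counts per library. The changes in SK-OV-3 (exact binomial p = 0.00776), C13 (-0.797, exact binomial p = 3.38e-04) and HeyA8-MDR (exact binomial p = 1.66e-04) exceed counting error, but that test holds no spread between libraries of the same kind. The lines disagree and each has 1 library per treatment, which keeps the question open. An effect of QC on mitochondrial RNA may stay open as a hypothesis, with differences in library preparation between treatments, which the files do not record.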

How the results depend on the processing

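Most alternatives differ from the reported analysis in 1 choice. The DESeq2 fits change the test and the size factors together, and DESeq2 without the cell line block leaves out the block as well. All were set in advance but the correction for GC content and transcript length, which was chosen after the data had been seen. Among the counts of genes under alternatives, 91 were within 1.5 times the reported count and 43 were not. For the gene lists, 494 values had the same direction and the same side of the threshold, 65 reversed, 33 passed only under the alternative and 44 only in the reported analysis. For single genes other than G3BP1, 1413 values were unchanged in these terms, 33 reversed and 19 passed only under the alternative. The fits on the 6 libraries of a single group give no value for the difference or for the single effect over all lines, and without C13 CST6 did not pass the filter. The cause of the changes below was not tested, apart from those that follow from fewer genes tested or fewer lines.

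Counts of genes moved most with the block and the filter. Without an expression filter, the number of genes with an adjusted p under 0.05 became 35 for the resistant lines, 195 for the sensitive lines, 12 for both groups of lines, 5 for the difference between the groups and 791 for the single effect over the 6 lines, and that with an unadjusted p under 0.05 became 1918 for the sensitive lines, 543 for both groups of lines and 501 for the difference between the groups. Without the cell line block, the number of genes with an unadjusted p under 0.05 became 23 for the resistant lines, 30 for the sensitive lines, 1 for both groups of lines and 6 for the difference between the groups. With DESeq2 without the block, the number of genes with an adjusted p under 0.05 became 2 for the sensitive lines, and that with an unadjusted p under 0.05 became 58 for the resistant lines, 67 for the sensitive lines, 7 for both groups of lines and 9 for the difference between the groups. With a log2 fold change of at least 1 in size added, the number of genes with an unadjusted p under 0.05 became 241 for the resistant lines, 485 for the sensitive lines and 69 for both groups of lines. With DESeq2 and the block, the number of genes with an adjusted p under 0.05 became 32 for the sensitive lines, 1 for the difference between the groups and 522 for the single effect over the 6 lines. Among genes with at least 10 counts in every library, the number of genes with an unadjusted p under 0.05 became 120 for the difference between the groups. With the isogenic family as the block, the number of genes with an unadjusted p under 0.05 became 438 for the difference between the groups. The unblocked fits set the QC effect against differences between lines, which the block removes. All 195 genes called in sensitive lines without the filter were among the 18720 genes of the filtered test (0 outside it, against 1918 genes at an unadjusted p under 0.05). The error rate of the fit without the filter was not tested on simulated data. Across the 6 fits that each left out 1 cell line, counts ran from 416 (without HeyA8-MDR) to 1376 (without C13) at an unadjusted p for the resistant lines; from 0 (without C13) to 18 (without SK-OV-3) at an adjusted p for the sensitive lines; from 808 (without HeyA8) to 2012 (without SK-OV-3) at an unadjusted p for the sensitive lines; from 122 (without HeyA8-MDR) to 477 (without SK-OV-3) at an unadjusted p for both groups of lines; from 187 (without HeyA8-MDR) to 540 (without C13) at an unadjusted p for the difference between the groups; from 0 (without HeyA8) to 1 (without HeyA8-MDR) at an adjusted p for the single effect over the 6 lines.

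Every call of a gene list with camera at its preset correlation was lost with fry and with a correlation estimated from the data, where the medians are the same and the adjusted p was at least 0.428 and 0.723. No list passed with either. These were the calls for p53 targets in sensitive lines (0.49), DNA replication in sensitive lines (-0.16), replication-dependent histones in sensitive lines (1.03), cholesterol synthesis in sensitive lines (0.35), amino acid response in sensitive lines (-0.44), lysosome in sensitive lines (0.095), p53 targets in resistant lines (0.31), replication-dependent histones in resistant lines (0.91), cholesterol synthesis in resistant lines (0.17), amino acid response in resistant lines (-0.23), lysosome in resistant lines (0.12), cytoplasmic ribosomal proteins in the difference (0.12), DNA replication in the difference (0.18) and NF-kB targets in the difference (0.28). Without an expression filter, the change took the adjusted p under 0.05 for ribosome biogenesis factors in resistant lines (-0.097) and RNA polymerase I machinery in resistant lines (-0.11), and turned the sign of RNA degradation in resistant lines (-0.0071), DNA replication in resistant lines (-0.013), mitochondrial ribosomal proteins in the difference (-0.015) and lysosome in the difference (-0.019). Without the cell line block, the change turned the sign of cytoplasmic ribosomal proteins in sensitive lines (0.023), mitochondrial ribosomal proteins in resistant lines (-0.061), DNA replication in resistant lines (-0.16), mitochondrial ribosomal proteins in the difference (-0.057) and lysosome in the difference (-0.0081), and took the adjusted p above 0.05 for lysosome in sensitive lines (0.13) and NF-kB targets in the difference (0.34). With DESeq2 without the block, the change turned the sign of cytoplasmic ribosomal proteins in sensitive lines (0.0098), mitochondrial ribosomal proteins in sensitive lines (-0.0077), mitochondrial ribosomal proteins in resistant lines (-0.042), DNA replication in resistant lines (-0.14) and mitochondrial ribosomal proteins in the difference (-0.027), and took the adjusted p above 0.05 for lysosome in sensitive lines (0.12), cholesterol synthesis in resistant lines (0.13) and DNA replication in the difference (0.11), and took the adjusted p under 0.05 for cytoplasmic ribosomal proteins in resistant lines (0.12), ribosome biogenesis factors in resistant lines (-0.14) and cholesterol synthesis in the difference (-0.13). With DESeq2 and the block, the change turned the sign of NF-kB targets in sensitive lines (-0.0051), and took the adjusted p under 0.05 for ribosome biogenesis factors in resistant lines (-0.068) and RNA polymerase I machinery in resistant lines (-0.080). Among genes with at least 10 counts in every library, the change took the adjusted p under 0.05 for p53 targets in the difference (-0.13) and cholesterol synthesis in the difference (-0.092). From the 6 libraries of a group alone, the change took the adjusted p under 0.05 for NF-kB targets in resistant lines (0.21). Over members with a mean CPM of at least 10, the change turned the sign of NF-kB targets in sensitive lines (-1.14e-04) and replication-dependent histones in the difference (0.18). With library size in place of TMM, the change turned the sign of mitochondrial ribosomal proteins in resistant lines (-0.020), RNA degradation in resistant lines (-0.023), DNA replication in resistant lines (-0.029), mitochondrial ribosomal proteins in the difference (-0.028), RNA degradation in the difference (-0.013) and lysosome in the difference (-0.015), and took the adjusted p under 0.05 for ribosome biogenesis factors in resistant lines (-0.11). After correction for GC content and transcript length, the change turned the sign of mitochondrial ribosomal proteins in resistant lines (-0.0018), RNA degradation in resistant lines (-0.0022), mitochondrial ribosomal proteins in the difference (-0.026), RNA degradation in the difference (-0.014) and replication-dependent histones in the difference (0.028), and took the adjusted p under 0.05 for ribosome biogenesis factors in resistant lines (-0.10) and RNA polymerase I machinery in resistant lines (-0.17).

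Scaling to RPLP0 moved the median log2 fold change of all genes to 0.29 in sensitive lines, 0.081 in resistant lines and -0.20 in the difference, and relative to these the list medians stayed near the reported ones, as for ribosome biogenesis factors in sensitive lines (-0.090 relative to all genes). Across the 6 fits that each left out 1 cell line, the medians of the gene lists whose call or direction changed ran from -0.17 (without HeyA8) to 0.033 (without OV2008) for cytoplasmic ribosomal proteins in sensitive lines; from -0.015 (without HeyA8) to 0.091 (without OV2008) for mitochondrial ribosomal proteins in sensitive lines; from -0.089 (without SK-OV-3-TR) to -0.011 (without HeyA8) for ribosome biogenesis factors in sensitive lines; from -0.032 (without OV2008) to 0.071 (without HeyA8) for RNA degradation in sensitive lines; from -0.79 (without SK-OV-3) to -0.17 (without HeyA8) for amino acid response in sensitive lines; from -0.39 (without OV2008) to 0.36 (without SK-OV-3) for NF-kB targets in sensitive lines; from 0.082 (without SK-OV-3-TR) to 0.16 (without OV2008) for lysosome in sensitive lines; from -0.078 (without HeyA8-MDR) to 0.29 (without C13) for cytoplasmic ribosomal proteins in resistant lines; from -0.15 (without SK-OV-3-TR) to 0.21 (without C13) for mitochondrial ribosomal proteins in resistant lines; from -0.17 (without SK-OV-3-TR) to 0.076 (without C13) for ribosome biogenesis factors in resistant lines; from -0.19 (without SK-OV-3-TR) to 0.020 (without C13) for RNA polymerase I machinery in resistant lines; from -0.019 (without HeyA8-MDR) to 0.083 (without C13) for RNA degradation in resistant lines; from -0.033 (without C13) to 0.52 (without SK-OV-3-TR) for p53 targets in resistant lines; from -0.18 (without SK-OV-3-TR) to 0.21 (without C13) for DNA replication in resistant lines; from 0.079 (without C13) to 0.40 (without SK-OV-3-TR) for cholesterol synthesis in resistant lines; from -0.48 (without HeyA8-MDR) to -0.074 (without SK-OV-3-TR) for amino acid response in resistant lines; from -0.16 (without HeyA8-MDR) to 0.32 (without SK-OV-3-TR) for NF-kB targets in resistant lines; from -0.023 (without HeyA8-MDR) to 0.35 (without C13) for cytoplasmic ribosomal proteins in the difference; from -0.14 (without SK-OV-3-TR) to 0.21 (without C13) for mitochondrial ribosomal proteins in the difference; from -0.078 (without SK-OV-3-TR) to 0.10 (without C13) for ribosome biogenesis factors in the difference; from -0.20 (without HeyA8) to 0.0032 (without C13) for RNA polymerase I machinery in the difference; from -0.034 (without HeyA8) to 0.074 (without C13) for RNA degradation in the difference; from -0.44 (without C13) to 0.030 (without SK-OV-3-TR) for p53 targets in the difference; from 0.045 (without SK-OV-3-TR) to 0.43 (without C13) for DNA replication in the difference; from -0.45 (without SK-OV-3) to 0.32 (without OV2008) for replication-dependent histones in the difference; from -0.20 (without OV2008) to 0.019 (without SK-OV-3-TR) for cholesterol synthesis in the difference; from -0.16 (without HeyA8) to 0.42 (without SK-OV-3) for amino acid response in the difference; from -0.092 (without SK-OV-3) to 0.62 (without OV2008) for NF-kB targets in the difference; from -0.046 (without OV2008) to 0.061 (without SK-OV-3-TR) for lysosome in the difference.

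G3BP1 in sensitive lines kept its direction under all alternatives, between -0.41 and -0.083. Over both groups 29 of its values kept their direction and side of the threshold, and 1 reversed. Without the cell line block, the sign turned for DNMT3B in sensitive lines (0.30), BRCA1 in sensitive lines (0.0021), PCNA in sensitive lines (-0.062) and PCNA in resistant lines (-0.091). With DESeq2 without the block, the sign turned for DNMT3B in sensitive lines (0.29), PCNA in sensitive lines (-0.080) and PCNA in resistant lines (-0.069). With DESeq2 and the block, the sign turned for PCNA in sensitive lines (-0.0066). With scaling to RPLP0, the sign turned for DNMT3B in sensitive lines (0.047), FBL in sensitive lines (0.24), BRCA1 in sensitive lines (0.24) and RPS9 in sensitive lines (0.0040). That scaling moved the median of all genes in sensitive lines to 0.29, and these turns follow that common shift. With DESeq2's size factors in edgeR, the sign turned for PCNA in sensitive lines (-0.0057). From the 6 libraries of a group alone, the sign turned for PCNA in sensitive lines (-0.0046). Across the fits that each left out 1 cell line, log2 fold changes of genes whose direction changed ran from -0.73 (without SK-OV-3) to 0.043 (without OV2008) for DNMT3B in sensitive lines; from -0.029 (without HeyA8) to 0.14 (without OV2008) for UBTF in sensitive lines; from -0.41 (without HeyA8) to 0.17 (without OV2008) for FBL in sensitive lines; from -0.43 (without SK-OV-3) to 0.38 (without HeyA8) for BRCA1 in sensitive lines; from -0.42 (without HeyA8) to 0.25 (without SK-OV-3) for PCNA in sensitive lines; from -0.13 (without HeyA8-MDR) to 0.41 (without C13) for G3BP1 in resistant lines; from -0.34 (without SK-OV-3-TR) to 0.18 (without C13) for GNL3 in resistant lines; from -0.41 (without HeyA8-MDR) to 0.078 (without C13) for UBTF in resistant lines; from -0.24 (without HeyA8-MDR) to 0.16 (without C13) for FBL in resistant lines; from -0.41 (without SK-OV-3-TR) to 0.11 (without C13) for PARP1 in resistant lines; from -0.21 (without HeyA8-MDR) to 0.087 (without C13) for RPLP0 in resistant lines; from -0.038 (without C13) to 0.91 (without SK-OV-3-TR) for CDKN1A in resistant lines; from -0.61 (without SK-OV-3-TR) to 0.053 (without C13) for FEN1 in resistant lines; from -0.044 (without SK-OV-3-TR) to 0.38 (without C13) for PCNA in resistant lines.

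The depth limits genes with few counts, such as CST6. For the other genes the simulated counts show an effect of the spread and of the number of lines: the fit called 47.7% of 2-fold changes in sensitive lines at the observed dispersion of 0.0575, 100% at a dispersion of 0.01, and 83.2% with a single effect over all 6 lines. In resistant lines it called 39.3% of 2-fold and 98.9% of 4-fold changes, so that single genes with smaller changes may stay under the threshold at this size, and 0 genes called (1128 at an unadjusted p under 0.05, and 35 adjusted without the filter) does not show their absence.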

Differences from the paper's values

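The paper's reported number of transcripts in resistant lines is 616, against 1128 genes here at an unadjusted p under 0.05. Without HeyA8-MDR the number was 416, within 1.5 times the paper's; no other alternative set before the data were examined closed the gap. After additional filtering the paper reports 170 genes in sensitive lines, against 1234 here, and no alternative set before the data were examined closed the gap. For resistant lines it reports 164 against 1128 here; with an added log2 fold change of at least 1 in size the number was 241, within 1.5 times, and no other alternative did so. For genes shared by both groups the paper reports 31, against 286 here in the same direction, and no alternative closed the gap. The paper's text does not name the filter.

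The paper's reported number of genes whose response varied between sensitive and resistant cells is 617, against 217 here. Numbers within 1.5 times the paper's came without an expression filter (501), without SK-OV-3 (419), without OV2008 (466), without C13 (540) and with the isogenic family as the block (438), and the other alternatives set before the data were examined did not come as close.

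For G3BP1 the paper's fold change, read by eye, is about 1.3 in HeyA8 (Fig. S2A), against 0.831 here, about 1.4 in SK-OV-3 (Fig. S2A) against 0.766, about 1.3 in OV2008 (Fig. S2A) against 0.746, and about 1.4 in C13 (Fig. S2B) against 0.715. With counts scaled to RPLP0, an alternative set before the data were examined, the folds were 0.868, 0.937, 1.04 and 0.997, within 1.5 times the figure's values, but still below 1 in HeyA8, SK-OV-3 and C13, where the figure shows a rise. That scaling moved the median log2 fold change of all genes to 0.289 in sensitive and 0.0807 in resistant lines, so the shift is not particular to G3BP1. DESeq2's size factors and library size did not close the gap.

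The paper states that G3BP1 rose with QC in sensitive as in resistant cells. Here it was higher with QC in HeyA8-MDR and SK-OV-3-TR and lower in the other 4 lines, with log2 fold changes of -0.36 in sensitive and 0.12 in resistant lines. The paper places the change in DNA replication and related pathways mainly in resistant cells. Here the DNA replication genes passed the threshold in sensitive lines (-0.16, adjusted p = 2.03e-04, camera) and not in resistant lines (0.0052, adjusted p = 0.817, camera). Without C13 the resistant value was 0.21 (adjusted p = 6.73e-06, camera) and without SK-OV-3-TR it was -0.18 (adjusted p = 0.00477, camera). The paper's pathway analyses, here and for the ribosome, looked for enrichment in lists of changed genes, whereas camera tests a common shift in 1 direction. Resistant lines moved in opposite directions, with 89.3% of members rising in SK-OV-3-TR (median 0.39) and 5.36% in C13 (-0.43). The resistant median near 0 therefore does not contradict the paper. The paper states that RNA and ribosome pathways were altered among the genes that varied between sensitive and resistant cells. Here the cytoplasmic ribosomal protein genes differed by 0.12 (adjusted p = 0.00569, camera), but the mitochondrial ribosomal protein genes by 0.017 (adjusted p = 0.941) and the RNA degradation genes by 0.034 (adjusted p = 0.491); without C13 these last differences were 0.21 (adjusted p = 4.31e-06) and 0.074 (adjusted p = 0.0185), and without SK-OV-3-TR they were -0.14 (adjusted p = 4.63e-04) and -0.028 (adjusted p = 0.992).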

Other observations

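The tests of RNA from HeyA8-MDR in the HeyA8 QC library, of an exchanged label and of other pairings of the lines were chosen only after the result was seen. All hypotheses below rest on the same 12 libraries.

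Over all 6 lines, 32 of the 32 splits that swap vehicle and QC within lines gave as many genes at an adjusted p under 0.05, since the real assignment gave 0 (2840 at an unadjusted p under 0.05). At the unadjusted p only 1 of the 32, the real one, gave as many. In sensitive lines 4 of 4 splits gave as many genes after adjustment and 1 of 4 before it, and in resistant lines likewise 4 of 4 and 1 of 4; 4 splits cannot give a share under 0.05. For the difference between resistant and sensitive lines, 10 of 10 splits of the lines gave as many genes at either threshold, so that the real grouping by resistance had the smallest number of genes, 217.

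Gene lists outside the paper's account were tested too. Cholesterol synthesis genes had median log2 fold changes of 0.35 in sensitive (adjusted p = 4.43e-08, camera) and 0.17 in resistant lines (adjusted p = 2.03e-04), above 0 in 6 of 6 lines, and lysosome genes 0.095 (adjusted p = 0.0363) and 0.12 (adjusted p = 0.00621), likewise in 6 of 6. Both calls were lost with fry. The resistant cholesterol median was 0.079 without C13 (adjusted p = 0.11) and 0.13 with DESeq2 without the block (adjusted p = 0.374). The sensitive lysosome median was 0.085 without HeyA8 (adjusted p = 0.182), 0.10 without SK-OV-3 (adjusted p = 0.294), 0.13 without the block (adjusted p = 0.135) and 0.12 with DESeq2 without the block (adjusted p = 0.115). A response to QC common to all lines stays open for these lists, as do library differences between treatments, since the cholesterol median was 0.026 in SK-OV-3-TR (52% of members rising) and the lysosome median 0.016 in OV2008 (52.2%). It also stays open for the p53 targets, whose median was above 0 in 4 lines and -0.0035 in HeyA8-MDR (47.4% of members rising) and -0.092 in SK-OV-3-TR (36.8%), and for the ribosome biogenesis factors, whose median was below 0 in 3 lines and 0.034 in HeyA8-MDR (52.7%), 0.050 in OV2008 (53.6%) and 0.14 in SK-OV-3-TR (73.2%). Medians near 0 over members that go both ways, with 1 library per line and treatment, do not decide it. For the ribosome biogenesis factors most members rose in SK-OV-3-TR, whereas 8.04% rose in C13 (median -0.32). That contrast speaks against a fall common to all lines, but it too rests on 1 library per line and treatment. SC5D was among the cholesterol synthesis genes with the smallest p in sensitive lines and IDI1 and INSIG1 had the smallest in resistant lines, and ATP6V1D was among those with the smallest p for the lysosome in both.

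The amino acid response genes had medians of -0.44 in sensitive and -0.23 in resistant lines (adjusted p = 2.03e-04 each, camera), with 0.32 in SK-OV-3. Without HeyA8 the sensitive value was -0.17 (adjusted p = 0.616), and without SK-OV-3-TR the resistant value was -0.074 (adjusted p = 0.753). ATF3 rose in sensitive lines, against the direction of the list median, by 2.29 on the log2 scale (adjusted p = 0.19, edgeR's quasi-likelihood test). DESeq2 with the cell line block called it (2.27, adjusted p = 1.14e-04).

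The pooled replication-dependent histone RNAs (57 genes) rose in 5 of 6 lines and fell in SK-OV-3 (-0.107). Their median log2 change was 0.951 (exact sign-flip test, two-sided p = 0.0625). Scaled to RPLP0 they rose in 6 of 6 lines. That scaling moved the median log2 fold change of all genes to 0.289 in sensitive lines. The turn in SK-OV-3 may follow that common shift. Weaker poly(A) selection in the QC libraries cannot be told apart from a change in the histone RNAs. The other RNAs without a poly(A) tail, which fell in 3 of the 6 lines, go both ways between lines with 1 library per treatment. In C13 they fell by 0.797 while the histones rose by 1.33, and a single line does not decide it. A change in histone mRNA processing or in the cell cycle was not tested.

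In the HeyA8 QC library ABCB1, chosen after its values were seen, rose from 4.121 to 26.54 CPM, while it was at 53.86 in the HeyA8-MDR vehicle library, so that it lay 45.1% of the way. The 34 genes at least 8-fold higher in HeyA8-MDR lay a median of 38.4% of the way (interquartile range 26.7% to 55.1%), and the 75 genes at least 8-fold lower lay 51.3% (36.7% to 64.6%). In the other lines' QC libraries the genes higher in the partner lay between -0.183% and 3.76% of the way and those lower between -1.32% and 31.3%. RNA of HeyA8-MDR cells mixed into this library may account for these values, as a hypothesis. An exchanged label is argued against by the 38.4%, since such a library would lie the whole way. A shift of HeyA8 with QC toward the state of HeyA8-MDR was not excluded. Without HeyA8, 808 genes in sensitive lines had an unadjusted p under 0.05 and G3BP1 had a log2 fold change of -0.41 in those lines.

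The QC responses of isogenic partners had a mean correlation across genes of 0.241, against at most 0.203 for any other pairing of the 6 lines. Other pairings cannot be told apart from chance beyond a share of 0.067, the smallest that 15 pairings allow. A trend on GC content and transcript length is argued against as the whole cause, as far as the correction reaches, since the mean was 0.253 after it, against 0.206. SK-OV-3 and SK-OV-3-TR had the lowest of the isogenic correlations, 0.0623. RNA of HeyA8-MDR in the HeyA8 QC library, which stays open, could raise the correlation of HeyA8 and HeyA8-MDR (0.221). That library had a Spearman correlation of 0.9809 with HeyA8-MDR QC and 0.9757 with HeyA8 vehicle. The OV2008 and SK-OV-3 QC libraries were closer to their own vehicle (0.9755 and 0.9896) than to the partner's QC library (0.9652 and 0.9088).

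DESeq2 with the block called 522 genes for the single effect over the 6 lines, 274 of them up, and 389 changed in the same direction in each of the 6 lines.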
